# Flavonoid-attracted *Aeromonas* sp. from the Arabidopsis root microbiome enhances plant dehydration resistance

**DOI:** 10.1038/s41396-022-01288-7

**Published:** 2022-07-16

**Authors:** Danxia He, Sunil K. Singh, Li Peng, Richa Kaushal, Juan I. Vílchez, Chuyang Shao, Xiaoxuan Wu, Shuai Zheng, Rafael J. L. Morcillo, Paul W. Paré, Huiming Zhang

**Keywords:** Applied microbiology, Plant sciences

## Abstract

Flavonoids are stress-inducible metabolites important for plant-microbe interactions. In contrast to their well-known function in initiating rhizobia nodulation in legumes, little is known about whether and how flavonoids may contribute to plant stress resistance through affecting non-nodulating bacteria. Here we show that flavonoids broadly contribute to the diversity of the Arabidopsis root microbiome and preferentially attract *Aeromonadaceae*, which included a cultivable *Aeromonas* sp. H1 that displayed flavonoid-induced chemotaxis with transcriptional enhancement of flagellum biogenesis and suppression of fumarate reduction for smooth swims. Strain H1 showed multiple plant-beneficial traits and enhanced plant dehydration resistance, which required flavonoids but not through a sudden “cry-for-help” upon stress. Strain H1 boosted dehydration-induced H_2_O_2_ accumulation in guard cells and stomatal closure, concomitant with synergistic induction of jasmonic acid-related regulators of plant dehydration resistance. These findings revealed a key role of flavonoids, and the underlying mechanism, in mediating plant-microbiome interactions including the bacteria-enhanced plant dehydration resistance.

## Introduction

The root microbiome is critical for the fitness of plants [1–3]. To harness the soil microbiome for plant benefits, it is crucial and challenging to delineate the causal relation between plant metabolites and the microbiome assembly, especially the microbial members that develop mutualistic association with the plant [4–7]. Flavonoids are polyphenolic compounds produced in plants as secondary metabolites, which account for a significant part of root exudates [8–10]. In contrast to the well-known function of some flavonoids as key inducers of rhizobia nodulation in legumes, much remains unclear whether and how flavonoids may affect non-nodulating bacteria in the root microbiome associated with non-legume plants [8–10].

Being sessile, plants under biotic stress may protect themselves through an action hypothesized as “cry-for-help”, i.e., secreting certain diffusible metabolites to attract allies such as parasitic wasps or beneficial soil microbes for better defense against herbivores or pathogens [11–13]. It is unclear whether the cry-for-help strategy is also effective for plants to combat abiotic stress. Flavonoid deficiency in *Arabidopsis thaliana* mutants was reported to cause no significant impacts on root association with a synthetic bacteria community in an aqueous system [14]. In contrast, the potential impacts of elevated flavonoid production on the root microbiome remain elusive. Flavonoid production is often elevated in plants under abiotic stress [15], such as dehydration that is a major threat to global agriculture; meanwhile, natural soil harbors beneficial rhizobacteria that are promising in enhancing plant resistance to dehydration [16–18]. Thus it is intriguing whether and how flavonoid-mediated plant-microbe interactions may improve the resistance of soil-grown plants to dehydration stress.

In this study, we hypothesized that elevated flavonoid production would reshape root microbiome, which might offer cultivable beneficial bacteria that is attracted by flavonoids to help increase plant resistance to dehydration stress through cry-for-help. Our results revealed strong effects caused by elevated flavonoid production on Arabidopsis root microbiome in a natural soil. Analyses of the bacteria community at the family level highlighted *Aeromonadaceae* as the most obviously flavonoid-responsive family, from which a cultivable *Aeromonas* sp. was obtained. Subsequent investigations on this *Aeromonas* sp. revealed that flavonoids induced chemotaxis with transcriptional enhancement of flagellum biogenesis and suppression of fumarate reduction for smooth swims. The *Aeromonas* sp. was identified as a plant-beneficial bacterial strain capable of enhancing plant resistance to dehydration. However, our results indicated that the stress-induced increases in flavonoids contribute to the mutualism by alleviating the negative impacts of the dehydration stress on the pre-established plant-rhizobacteria association, instead of a sudden cry-for-help upon the stress. Further investigations revealed that the bacteria-enhanced plant dehydration resistance results from bacterial regulation of stomatal closure in concomitant with strong synergistic induction of *in planta* regulators of plant dehydration resistances.

## Materials and methods

### Bacteria growth and inoculum preparation

In addition to the newly isolated *Aeromanas* sp. H1, the other bacterial strains used in this study included *B. amyloliquefaciens* GB03 [4], *B. megaterium* YCR-R4 [5], *B. megaterium* TG1-E1 [19]. In addition to the long-term stocks at −80 °C, bacterial strains were streaked on Luria–Bertani (LB) plates (1% NaCl, 1.5% agar) and kept at 4 °C, and were refreshed monthly. To make the inoculum, bacterial strains were cultured in liquid LB medium (30 °C; 220 rpm) to reach the exponential growth phase, as estimated by an optical density measured at a wavelength of 600 nm (OD600) approximately equal to 0.8–1.1. The bacteria cultures were centrifuged at 4000 rpm in an Avanti J-E High-Speed Centrifuge (Beckman Coulter) for 20 min and re-suspended in 0.45% NaCl saline solution for soil inoculation.

### Plant materials and growth conditions

The Arabidopsis mutants *pap1-D* (CS3884) and *tt4-4* (CS66120) were ordered from NASC (The Nottingham Arabidopsis Stock Centre). Seeds were sterilized with 30% house bleach for 10 min. After washing in sterile double-distilled water five times, the seeds were planted on half-strength Murashige and Skoog (MS) medium in Petri dishes. After stratification at 4 °C for 48 h, the seeds were placed in a Percival CU36L5 growth chamber under the following conditions: 22 °C; 16 h day/8 h night light cycle, and ~100 μmol m^−2^ s^−1^ light intensity. After being transferred for soil tests, *Arabidopsis* seedlings were kept in a growth room with a 16 h/8 h day/night cycle at 22 °C for normal growth or 28 °C for dehydration stress experiments. Coriander (*Coriandrum sativum* L.) germinated and grew in soil under the same conditions as the soil-grown Arabidopsis. The japonica rice cultivar K59 [20] germinated and grew in soil in a growth room with 16/8 h light/dark cycle at 28 °C for both normal growth and dehydration stress experiments.

The natural soil substrates were collected from the Chenshan Botanical Garden, Shanghai, China. The soil was cleaned from plant parts, worms and stones and homogenized manually using a sieve (2.5 mm^2^). The cleaned and homogenized field soil was mixed with the commercial soil (Pindstrup Substrate) in 1:1 ratio, in order to avoid the soil being too sticky when it was wet and to avoid forming clogs. The mixed soil was then homogenized again and distributed to each pot. Samples from three pots (18 plants) were collected as one biological replicate. Four biological replicates were grown for each plant genotype.

### Microbiome sample preparation and 16S rRNA gene sequencing

The microbiome DNA from the soil, rhizosphere and endosphere compartments were prepared as previously described [21]. Soil 1 is the initial bulk soil, which was collected at the time of transferring soil into the pots. Soil 2 is the soil from unplanted pots which were subjected to the same conditions as the planted pots to prepare the control soil samples at harvest.

DNA sample preparation and 16S rRNA gene sequencing were performed as previously described [21] with minor modifications. Briefly, the total DNA was extracted with the FastDNA SPIN Kit for Soil (MP Biomedicals, Solon, USA) following the manufacturer’s instructions. The amplicon libraries were generated following the protocol of MiSeq platform (Illumina) for 16S rRNA gene metagenomic sequencing library preparation. The PCR primers 799F (5’-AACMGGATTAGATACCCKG-3’) and 1193R (5’-ACGTCATCCCCACCTTCC-3’), which span ~400 bp of the hypervariable regions V5–V7 of the prokaryotic 16S rRNA gene, were extended to 799F-B and 1193R-B by adding bridging sequences (5’-ggagtgagtacggtgtgc-3’ and 5’-gagttggatgctggatgg-3’) at their 5’ ends to better facilitate the second round of PCR [22]. The PCRs were performed with KAPA HiFi HotStart ReadyMix. For each biological replicate, there were three technical replicates. Triplicate reactions of each sample were pooled and a 5 μl aliquot was inspected on a 2% agarose gel. The PCR primers 799F and 1193R produce a mitochondrial product at ~800 bp and a bacterial amplicon at ~400 bp. The bacterial amplicon was extracted from the gel with sharp scalpel and eluted from the agarose using the QIAquick Gel Extraction kit (Qiagen, Hilden, Germany). Following purification and elution in sterilized double-distilled water, the concentration of the amplicon DNA in each sample was determined by using Qubit dsDNA HS Assay Kit on Qubit2.0. The first-round PCR products were further barcoded during the second-round PCR following the protocol of MiSeq platform (Illumina)for 16S rRNA gene metagenomic sequencing library preparation. The 2nd PCR amplification used unique barcode (Supplementary Table S1G) and indexed sequencing adaptor sequences (Supplementary Table S1G). Samples were sequenced at the Genomics Core Facility at PSC.

### Microbiome data analysis

The 16S rRNA gene sequencing data analysis was performed as previously described [23, 24]. Briefly, the quality of reads was checked with fastqc v0.11.7 and the data were preprocessed with trimmomatics v0.39. The processed high-quality data were assembled with FLASH v1.2.11. The subsequent analysis used QIIME v1.9.1. The assembled reads were compared with the reference database SILVA 138.1 using UCHIME algorithm to detect and remove chimera sequences [23]. Operational taxonomic units (OTU) picking was carried out using the *pick_open_reference_otus.py* script in QIIME at 99% sequence identity with SILVA database v.138.1. The annotation of OTUs was performed with Mothur algorithm [24]. After removing OTUs which belong to mitochondria, Chlorophyta, Archaea and Cyanobacteria, we got 9233 OTUs (Supplementary Table S1A). The alpha- and beta-diversity analysis and statistical analysis were performed as previously described [25]. A total of 737 unique genus were obtained (Supplementary Table S1C). Taxonomic genus were normalized via dividing the reads per taxonomy in a sample by the sum of the usable reads in that sample. Pairwise UniFrac distance and principal coordinates analysis were performed by QIIME. The significant differences between samples (*p* value < 0.01) were assessed by *t*-test in R program [26, 27]. All figures were produced by in-house R program.

### Chemotaxis assays

Naringenin, glucose, quercetin and kaempferol (Sigma-Aldrich) were examined for their potential capacities as chemotaxis attractants for *Aeromanas* sp. H1 and *Bacillus megaterium* YC4R4. The chemotaxis assays were performed as previously described [5] with minor modifications. The test was performed based on a Boyden chamber test, according to manufacturer’s protocols of 5 μm Chemotaxis Assay Kit (CBA-105; Cell Biolabs, Inc., San Diego, CA, USA). In total, 100 μM of chemical solutions were prepared in serum-free medium DMEM (0.5% BSA; 2 mM CaCl_2_ and 2 mM MgCl_2_). Mock conditions were prepared with no chemicals. Bacteria cultures were grown as described above. Diluted bacteria solutions with optical density at 0.05 was used. Relative attraction ratio was expressed as relative fluorescence of membrane-detached cells, which were lysed and quantified using CyQUANT GR fluorescent dye. Fluorescence was measured by a 96-well plate reader Varioskan Flash (Thermo Fisher Scientific, Inc., NH, USA) at 480/520 nm. More than four biological replicates were performed per condition, three independent tests were conducted.

### Measurements of biofilm formation

Biofilm formation was measured as previously described [5]. Briefly, bacteria were cultured in liquid LB medium, and 5 ml diluted solution (OD600 = 0.05) was added to a six-well plastic plate containing either 100 µM glucose, 100 µM naringenin/kaemferol/quercetin, or no additional compound as the mock control. After 24 h growing at 30 °C, the liquid contents were removed and the wells were washed with sterile double-distilled water. The wells were then stained with 0.1% crystal violet for 20 min and washed with sterile double-distilled water three times. Biofilm structures were removed from the wells by adding 2 ml 4:1 (vol:vol) ethanol and acetic acid, with gentle agitating till complete dissolution. Optical density values of the resultant solutions were measured at 530 nm in a Varioskan Flash 96-well plate reader (Thermo Fisher Scientific).

### Bacteria and plant RNA-seq and data analysis

For bacteria RNA sequencing, *Aeromanas* sp. H1 single colony was cultured in liquid LB medium with or without 100 μM naringenin for 8 h. For plant RNA sequencing, the soil-grown Arabidopsis shoots were collected at 3 days after the dehydration treatment. Plant RNA and bacteria RNA samples were extracted by using the RNeasy Plant Mini Kit for RNA extraction (Qiagen) and the RNeasy Protect Bacteria Mini Kit (Qiagen), respectively. An aliquot with 1 μg total RNA per sample was used for library preparation with the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs; E7420L), following the manufacturer’s instructions. All library preparation and subsequent sequencing processes were performed at the Core Facility of Genomics at the Shanghai Center for Plant Stress Biology.

For both the Arabidopsis and Strain H1 RNA-seq, the raw data were preprocessed by using Trimmomatic (version 0.36). Subsequently, the clean reads of plant and bacteria data were mapped to the *Arabidopsis thaliana* reference genome TAIR10 and the *Aeromonas* sp. H1 genome, respectively, by using HISAT with the default parameters. Number of reads that were mapped to each gene was calculated with the htseq-count script in HTSeq. DEGs were identified by using edgeR with the cut-offs of fold-change ≥1.5 (for plant) or 2 (for bacteria) and false discovery rate (FDR) ≤ 0.05. Gene ontology analysis of Arabidopsis was performed by using the BinGO platform (Cytoscape) with *p* value <0.01 as the cutoff. Uniprot was used for gene cluster organization of H1. Three biological replicates of each sample were used to perform the transcriptome analyses.

### Quantitative real-time PCR

*Aeromonas* sp. H1 and *B. megaterium* YC4-R4 RNA samples were extracted by the RNeasy Protect Bacteria Mini Kit (Qiagen). Complementary DNA was synthesized from equal amounts of total RNA (500 ng) from each sample with random primers by using the EasyScript One-Step gDNA Removal and cDNA Synthesis SuperMix (Trans, AE311-02) according to the manufacturer’s instructions. Real-time PCR was carried out using iQ SYBR Green Supermix (Bio-RAD) on a CFX96 real-time PCR detection system (Bio-RAD). The housekeeping gene, *DNA gyrase subunit B (gyrB)*, was used as the internal control for all reactions. Relative gene expression was derived by using 2^−ΔCT^, where ΔCT represents CT of the target gene minus CT of the reference gene *gyrB*. All primers used are in Supplementary Table S4.

### Measurements of various plant-beneficial traits

#### Measurements of bacteria-produced auxin

The levels of indole-3-acetic acid (IAA) were determined as previously described [28]. Briefly, bacteria were cultured in liquid medium (DF minimal salt) supplemented with 5 mM L-tryptophan. After 5 days of incubation at 30 °C with shaking at 180 rpm, the bacteria culture was centrifuged at 6000 × *g* for 10 min, the supernatant was mixed (1:1, v/v) with Salkowski reagent (12 g of FeCl_3_ per liter in 7.9 M H_2_SO_4_) and incubated in dark at room temperature for 30 min. The color intensity was measured at 530 nm by using a Varioskan Flash 96-well plate reader (Thermo Fisher Scientific). Synthetic IAA (20–200 µM) was used to plot the standard curve.

#### Measurements of bacterial siderophores

Bacteria-produced siderophores were measured as previously described [29]. Briefly, the siderophore assay plates were prepared as follows: add 100 ml of MM9 salt solution (15 g KH_2_PO_4_, 25 g NaCl, and 50 g NH_4_Cl in 500 ml of distilled water) to 750 ml of distilled water, then add 32.24 g piperazine-N,N′-bis (2-ethanesulfonic acid) PIPES to adjust the pH to 6.8. Add 15 g agar and autoclave the solution. While the solution is still hot (~50 °C), add 30 ml of sterile 1% Casamino acid solution and 10 ml of sterile 20% glucose solution, then slowly add 100 ml blue dye solution with agitation and pour the solution into plates. The blue dye solution is prepared and autoclaved in advance by mixing 9 ml of ferric iron solution (0.0027 g of FeCl_3_-6 H_2_O in 10 ml of 10 mM HCl) with 50 ml CAS solution (0.06 g of casamino acid (CAS) in 50 ml of distilled water) and 40 ml HDTMA solution (0.073 g of hexadecyltrimethylammonium bromide (HDTMA) in 40 ml of distilled water). Ten μl of bacteria culture (OD = 0.001) was dropped on the plates and incubated at 30 °C for 3–4 days. Production of siderophore was visualized by an orange color in the form of a halo zone surrounding the bacteria colonies. The siderophore production efficiency is calculated as produced efficiency (S.E) = (S − C)/C, where S = siderophore halo zone (mm), C = Colony diameter (mm).

#### Phosphate solubilization assay

Briefly, bacteria cultures were spotted at the center of plates containing Pikovskaya’s agar medium, which consisted of the following reagents (g/l), 0.5 g yeast extract, 10 g dextrose, 5.0 g Ca_3_(PO_4_)_2_, 0.5 g (NH_4_)_2_SO_4_, 0.2 g KCl, 0.1 g MgSO_4_.7H_2_O, 0.0001 g MnSO_4_, 0.0001 g FeSO_4_.7H_2_O and 15 g agar. The plates were incubated at 30 °C for 5 days. Phosphate solubilization was visualized by a halo zone surrounding the bacteria colony. The phosphate solubilizing efficiency is calculated as Solubilizing efficiency (S.E) = (Z − C)/C, where Z = Solubilization zone (mm), C = Colony diameter (mm).

#### Measurements of bacterial ACC deaminase activities

Briefly, 10 µl of fresh bacteria culture (OD = 0.001) was dropped on DF minimal salt agar media, which contained the following components (g/l), 4.0 g KH_2_PO_4_, 6.0 g Na_2_HPO_4_, 0.2 g MgSO_4_.7H_2_O, 1 mg FeSO_4_.7H_2_O, 10 µg H_3_BO_3_, 10 µg MnSO_4_, 70 µg ZnSO_4_, 50 µg CuSO_4_, 10 µg MoO_3_, 2 g glucose, 2 g gluconic acid, and 2 g citric acid. The medium also contained 3 mM filter-sterilized ACC. Plates were incubated 30 °C for 72 h. Strains that were able to grow on the media containing ACC were recorded as strains with ACC deaminase activity. The efficiency of ACC deaminase activity was expressed as relative bacteria growth ratio by comparing the final bacterial CFUs to initial bacterial CFUs.

#### Detection of H_2_O_2_ catalase activities

Twenty µl bacteria culture (OD600 = 0.8–1) was dropped onto a glass slide. Subsequently 20 µl 30% H_2_O_2_ was added directly to the bacteria culture on the slide. Within 30 s, the droplet would show the effervescence morphology, which is indicative for bacterial H_2_O_2_ catalase activity [30].

#### Measurements of bacteria-produced polyamines

The production of polyamines was measured as previously described [31] with minor modifications. Briefly, bacterial strains were cultured on long ashton decarboxylase medium, which contained (g/l) 0.16 g NH_4_NO_3_, 0.021 g Na_2_HPO_4_·12H_2_O, 0.111 g CaCl_2_·2H_2_O, 0.174 g K_2_SO_4_, 0.185 g MgSO_4_·7H_2_O, 0.4 mg H_3_BO_3_, 0.2 mg MnSO_4_·4H_2_O, 0.03 mg ZnSO_4_·7H_2_O, 0.04 mg CuSO_4_·5H_2_O, 0.003 mg NaMoO_4_·2H_2_O, 0.003 mg CoSO_4_·7H_2_O, 0.021 g FeNaEDTA, 10.0 g glucose, 2.0 g L-arginine monohydrochloride, and 0.02 g phenol red. The plates were incubated at 30 °C for 4 days. Red halos on the yellow background indicated arginine decarboxylation by the bacteria. The quantification polyamines production was calculated as relative produced efficiency (S.E) = R/C, where R = red hole diameter (mm), C = Colony diameter (mm).

### Bacterial enhancement of plant dehydration resistance

Tyndalized soil were prepared as previously described [5]. Seven-day-old Arabidopsis seedlings were transferred to the soil. After 2 days of adaptation, the plants were inoculated by adding 50 ml freshly cultured Strain H1 inoculum (OD600 = 1.0) per soil pot. The same volume of bacteria-free 0.45% NaCl saline solution was used for the mock control. At 2 days post Strain H1 inoculation, the plants were moved from 22 to 28 °C for dehydration treatment by withholding watering. Rice and coriander plants were inoculated with Strain H1 at 10 and 17 days after germination, respectively. The dehydration stress treatment started immediately after H1 inoculation. Soil water content was measured by Moisture Meter Delta-T Devices (HH2). Photosynthesis efficiency was recorded with FluorPen (FP100). Images of the plants were taken typically at ~12 days after the dehydration treatment started. The plants were re-watered shortly after taking the pictures. Plant survival rates were recorded at 2 days after the plants were re-watered.

### Bacteria root colonization measurements

For the in vitro system, 7-day-old seedlings were transferred to vertical plates that contained 1/2-strength MS medium (1% agar) supplemented with the bacteria (OD600 = 0.001–0.002). At 7 days after the transferring, roots were collected and surface-sterilized with 70% ethanol for 20 s, and washed six times with sterilized water. The roots were collected in pre-weighed tubes and fresh weight was recorded. Sterilized 0.45% NaCl was added to the tubes with ten times volume of the root fresh weight (V/W). Each biological replicate contained roots from at least eight seedlings. Samples were machine-homogenized by TissueLyser (Retsch) at a frequency of 25 Hz. A 0.45% NaCl solution was used to prepare serial dilutions for a drop-by-drop seeding on LB agar plates. After overnight culturing at 30 °C, bacteria colonies were counted and expressed as CFU/mg root fresh weight. For in-soil system, roots were harvested at different time points as indicated in the figures. Each biological replicate contained roots from 15 seedlings. The procedure of bacteria quantification was the same as for the in vitro system, except that the roots were surface-sterilized for 10 s.

### Quantification of anthocyanin levels

Anthocyanin levels were determined as previously described [4]. Briefly, shoots and roots of the dehydration-stressed plants were separated and the fresh weight was measured, followed by fine grinding with liquid nitrogen. The extraction buffer (45% methanol, 5% acetic acid) was proportionally added to per unit of fresh weight of the tissues and mixed thoroughly. Two rounds of centrifugation were done to remove the debris, at 12,000 × *g* for 5 min at room temperature. The absorbance of the supernatant was measured at 530 and 637 nm, using a Microplate Reader Thermo Varioskan Flash. 13. Anthocyanin contents (Abs530/g F.W.) were calculated by (Abs530 − (0.25 × Abs657)) × volume added.

### Visualization of air-dry-triggered flavonoids accumulation

Arabidopsis seedlings were vertically grown on 1/2-strength MS medium with 1.1% agar for 7 days. Each plate contained 12 seedlings. The plates had been sealed by porous tapes. Dehydration stress was imposed by putting seedling on microscope slide so as to expose the roots to the air at room temperature for 15 min. Flavonoid accumulation in the roots was stained first with diphenylboric acid 2-amino ethyl ester (DPBA) and visualized by fluorescence excitation at 488 nm with 500–650 nm emission.

### Stomata ROS staining and microscopy

The abaxial epidermal strips of leaves were floated in 0.1 M potassium phosphate buffer (pH = 7.2) for 30 min followed by addition of 2 μM (final concentration) of CM-H_2_DCFDA and further incubated for 20 min at room temperature in dark. After incubation, the strips were washed twice with wash buffer (0.1 mM KCl, 0.1 mM MgCl_2_) for 10 min to remove excess staining buffer. Guard cells in the strips were observed under fluorescent confocal microscope (Olympus DP72 and Leica SP8 Resonant Scanning Confocal). All images were acquired under identical conditions. The fluorescence emission of the guard cells was analyzed using the LAS-AF-2.6.0 equipped with the microscope. ROS levels were indicated by fluorescent signals from the oxidation-sensitive CM-H_2_DCFDA, with the excitation wavelength of 488 nm and the emission wave length at 500–550 nm. The auto-fluorescence signals from chloroplasts were detected with the emission wave length of 670–720 nm.

### Measurements of leaf temperatures

Soil-grown Arabidopsis plants were exposed to the dehydration conditions with or without Strain H1 inoculation as described above. At 4 to 7 days after the treatments, plants in the soil pots were imaged by using a FLIR image camera (FLIR T560-EST). Leaf temperatures were quantified by the software FLIR Tools.

## Results

### Flavonoids broadly contribute to the diversity of Arabidopsis root microbiome

In searching for rhizobacteria that may be favored by elevated flavonoid production, we started by examining Arabidopsis *pap1-D*, a dominant mutant that over-accumulates flavonoids including anthocyanins and flavonols [32, 33]. The plants were grown in natural soil substrates collected from Chenshan Botanical Garden located in Shanghai, China, and 16S rRNA gene sequencing was performed to profile the root microbiome in the three compartments including bulk soil (the soil away from the roots), rhizosphere (the thin layer of soil that is loosely attached to the roots), and endosphere (the surface and the inner parts of the roots) [21]. A total of 1,382,629 effective tags were obtained with an average of 62,847 per sample across all the 22 samples. The effective tags were denoised and the resultant OTUs were subjected to a cutoff with ≥5 reads in all the samples. After removing the OTUs that belong to Mitochondria, Chlorophyta, Archaea and Cyanobacteria, 9233 OTUs were obtained for the subsequent analyses (Fig. S1A and Supplementary Table S1A).

To evaluate the overall impacts of plants on the assembly of microbial communities, we compared the richness of OTUs in bulk soil and the plant-associated microhabitats. Alpha diversity analysis showed that the total numbers of OTUs, including either the observed OTUs or the estimated OTUs obtained by the Chao1 estimator, were much greater in the bulk soil than the endosphere, while the rhizosphere samples showed OTU numbers that were between those of the bulk soil and the endosphere (Fig. S1B, C). Meanwhile, the Shannon index analysis indicated that the community diversity was decreased in the rhizosphere and the endosphere compared to the bulk soil (Fig. S1D). Together the reductions in bacteria richness from the soil to the endosphere reflect the selectivity of plants on root-associated bacteria.

Compared to the *pap1-D* mutation (i.e., the factor of plant genotype), changes in the factor of compartments had stronger impacts on the microbiome, as shown by principal coordinate analysis of the weighted UniFrac distances between samples (Fig. S2A). Nonetheless, the *pap1-D* mutation resulted in 303 and 162 OTUs whose relative abundance (RA) was significantly (*p* < 0.05, *t*-test) altered in the rhizosphere and the endosphere, respectively (Fig. 1A and Supplementary Table S1D). Approximately equal numbers of these OTUs showed increased or decreased RA in both the endosphere and the rhizosphere. These OTUs belonged to 79 taxanomic families (Supplementary Table S1D). These results indicate that flavonoids broadly contribute to the diversity of the Arabidopsis root microbiome. At the genus level, the *pap1-D* mutation altered the RA of 5 and 10 genus in the rhizosphere and the endosphere, respectively (Fig. 1B). *Aeromonas* was the only genus that showed increased RA in both compartments (Supplementary Table S1E). Similarly, at the level of families, only *Aeromonadaceae* showed higher RA in *pap1-D* than Col-0 in both the rhizosphere and the endosphere (Fig. 1C and Fig. S2B and Supplementary Table S1F). In this sense, flavonoids appear to preferentially attract *Aeromonadaceae* in the root microbiome under the assayed conditions.

**Fig. 1:**
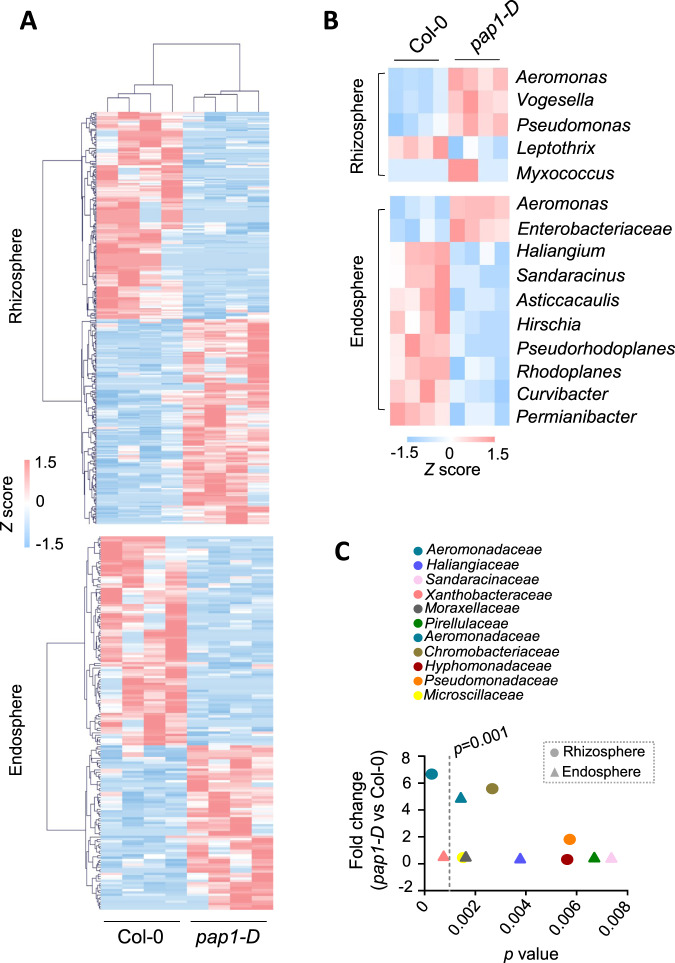
Flavonoids broadly contribute to the diversity of Arabidopsis root microbiome and preferentially attract *Aeromonadaceae*. **A** Heatmaps of the OTUs whose relative abundance (RA) was significantly (*p* < 0.05, *t*-test) altered by the *pap1-D* mutation. **B** The impacts of the *pap1-D* mutation on the root microbiome as evaluated at the genus level. *p* < 0.01, *t-*test. **C** A comparison of the *pap1-D*-affected bacteria families indicates that flavonoids preferentially attract *Aeromonadaceae* in the root microbiome. Each dot represents a mean RA value of 4 biological replicates, each consisting of 18 plants from 3 pots. The *p* values are obtained by using *t*-test in R program.

### The flavonone naringenin induces chemotaxis in *Aeromonas* sp. H1 with enhanced bacteria motility

We screened the cultivable soil bacteria and isolated an *Aeromonas* sp. numbered as Strain H1, whose 16S rRNA gene showed 100% homology to a flavonoid-responsive OTU (Fig. S3). The *Aeromonas* sp. H1 showed increased colonization on *pap1-D* compared to Col-0 (Fig. 2A). Chemotaxis assays demonstrated that H1 was attracted by naringenin (Fig. 2B), which is a key intermediate molecule in flavonoid biosynthesis and is a flavanone common in legumes and non-legumes (Fig. S4A).

**Fig. 2:**
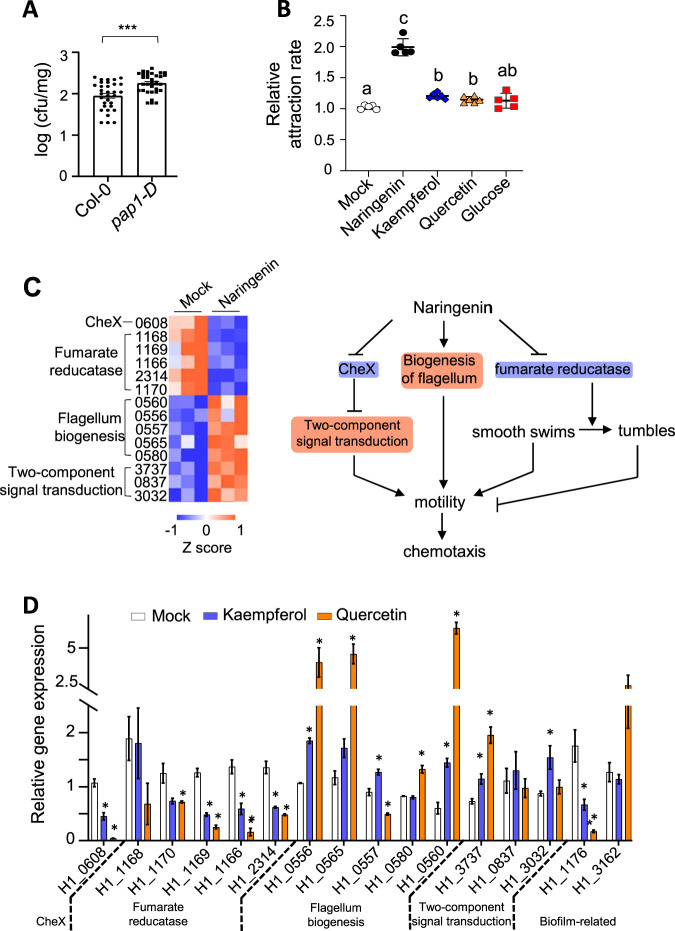
Naringenin enhances Arabidopsis interaction with *Aeromonas* sp. H1 through transcriptional enhancement of bacteria motility and colonization. **A** *Aeromonas* sp. H1 showed increased colonization on *pap1-D* compared to Col-0. Colony forming units (CFUs) were quantified per fresh weight of roots. Mean ± SE, *n* = 32 biological replicates. Three independent experiments were performed with similar results. *** indicates Student’s *t* test *p* ≤ 0.001. **B** *Aeromonas* sp. H1 showed chemotaxis to naringenin, quercetin and kaempferol. Chemotaxis-assayed cells with or without 100 μM chemo-attractants were collected and were lysed and quantified using CyQUANT GR fluorescent dye. Mean ± SE, *n* = 5 biological replicates. Three independent experiments were performed with similar results. Letters denote groups with significant statistical difference assessed by one-way ANOVA with Benjiamini multiple comparison. **C** RNA-seq analysis identified a group of chemotaxis-related DEGs (FDR ≤ 0.05, *n* = 3 biological replicates) in naringenin-treated *Aeromonas* sp. H1 (left panel), indicating transcriptional enhancement of bacterial motility via multiple mechanisms (right panel). **D** Quantitative RT-PCR results; mean ± SE, *n* = 3 technical replicates. Three independent experiments showed similar results. * indicates Student’s *t* test *p* ≤ 0.05.

To further understand how these colonization-related processes were regulated by flavonoids, we sequenced Strain H1 genome and subsequently examined Strain H1 transcriptome in response to naringenin. A total of 602 differentially expressed genes (DEGs) (fold-changes ≥2; FDR ≤ 0.05) were identified in naringenin-treated H1 (Supplementary Table S2). Categorization of the up- and down-regulated DEGs indicated that naringenin broadly influences many cellular processes in Strain H1 (Fig. S4B). Importantly, a group of 14 DEGs were identified as related to bacterial chemotaxis (Fig. 2C and Fig. S5A–C). These chemotaxis DEGs include eight up-regulated genes, which encode flagellar proteins (3 DEGs), flagellar biosynthetic proteins (2 DEGs), and signal transduction or receptor proteins (3 DEGs), indicating that naringenin enhances flagellar motor biogenesis in Strain H1. The chemotaxis DEGs also include six down-regulated genes, which encode the phosphatase CheX (1 DEG), a regulatory protein of fumarate reduction (1 DEG), and the subunits of fumarate reducatase (4 DEGs). CheX dephosphorylates and inhibits the response regulators CheY-P that mediate the signaling for chemotaxis, thereby imposing a negative regulation on bacterial motility [34]. Thus, down-regulation of CheX is consistent with up-regulation of the flagellar-related genes in enhancing Strain H1 motility. During chemotaxis, swimming modes of the bacterium is determined by the direction of flagellar motor, with counterclockwise rotation pushing the bacterium forward and clockwise rotation causing cell reorientation [34]. Fumarate assists the flagellar motor, through the fumarate reductase complex that binds to the motor proteins, to switch from counterclockwise to clockwise rotation, thereby turning smooth swims into tumbles [35]. Thus, down-regulation of the fumarate reduction-related genes supports chemotaxis through enhancing bacterial motility. Together these results indicate that naringenin-triggered Strain H1 chemotaxis is supported by the enhancement of flagellum biogenesis as well as the attenuation of fumarate-dependent suppression of bacterial motility.

Naringenin also induced gene expression of a F17 fimbrial protein (H1_1176) (Fig. S5D), which facilitate bacterial adherence to host cells [36], thus supporting the naringenin-induced biofilm production in Strain H1 (Fig. S5E). In contrast to naringenin, the same dose of glucose did not trigger either chemotaxis or the related gene regulation (Fig. 2B and Fig. S5A–D), although glucose also triggered biofilm production (Fig. S5E). To test whether the transcriptional regulation of naringenin-triggered chemotaxis is a common mechanism in different bacteria species, we examined *Bacillus megaterium* YC4-R4, of which the genome was previously sequenced [37]. The same treatment with naringenin did not trigger either chemotaxis or the Strain H1-related gene regulation in YC4-R4 (Fig. S5F, G), whose genome contains genes homologous to Strain H1’s CheX and three of the flagellum-related DEGs but not fumarate reductase [37]. Yet, YC4-R4 displayed decreased biofilm production in response to naringenin (Fig. S5H), indicating that naringenin elicited different molecular responses in the two bacteria species.

Naringenin is the biosynthesis precursor as well as the microbial degradation intermediate of the flavonols kaemferol and quercetin found in soil [38]. Similar to naringenin, these two flavonols triggered chemotaxis, transcriptionally regulated fumarate reductase and flagellum proteins, and increased biofilm production in Strain H1 (Fig. 2B, D and Fig. S5I). Therefore, flavonoids enhance plant interaction with *Aeromonas* sp. H1 through transcriptional regulation of bacteria motility and colonization. These results, together with the comparison between naringenin and glucose as well as the comparison between Strain H1 and YC4-R4, collectively suggest that the unique transcriptional regulation of bacterial motility likely explains the preferential attraction of *Aeromonadaceae* in the flavonoid-responsive microbiome, albeit this inference is limited as only two species with known genomes were tested.

### *Aeromonas* sp. H1 requires flavonoids for enhancing plant dehydration resistance

To investigate the potential of Strain H1 in affecting plant growth and stress resistance, we next performed standard assays to evaluate its capacity in producing extracellular metabolites known as generally beneficial to plants. The characterization of H1 revealed its multiple plant-beneficial traits [39–41] (Fig. S6A–F), including production of the phytohormone auxin, production of ACC (1-aminocyclopropane-1-carboxylate) deaminase, phosphate solubilization, siderophore production, and decomposition of extracellular hydrogen peroxide (H_2_O_2_), but not polyamine production. We then examined H1’s effects on plant resistance to dehydration stress by withholding watering under 28 °C that is a hot temperature to *A. thaliana* [42], in order to mimic a natural hot and dry condition. Soil inoculation of H1 increased dehydration resistance in *A. thaliana*, as shown by the substantially improved plant survival and photosynthesis efficiency (Fig. 3A, B). H1-induced resistance to dehydration was also observed in other plant species such as rice and coriander (Fig. S6G, H). The Arabidopsis *tt4* mutant is defective in flavonoid production [43]. H1 failed to colonize the dehydration-stressed *tt4* and consequently showed no bacteria-enhanced dehydration resistance in *tt4* (Fig. 3C, D and Fig. S7A). Therefore, flavonoids are required for Strain H1-enhanced plant dehydration resistance.

**Fig. 3:**
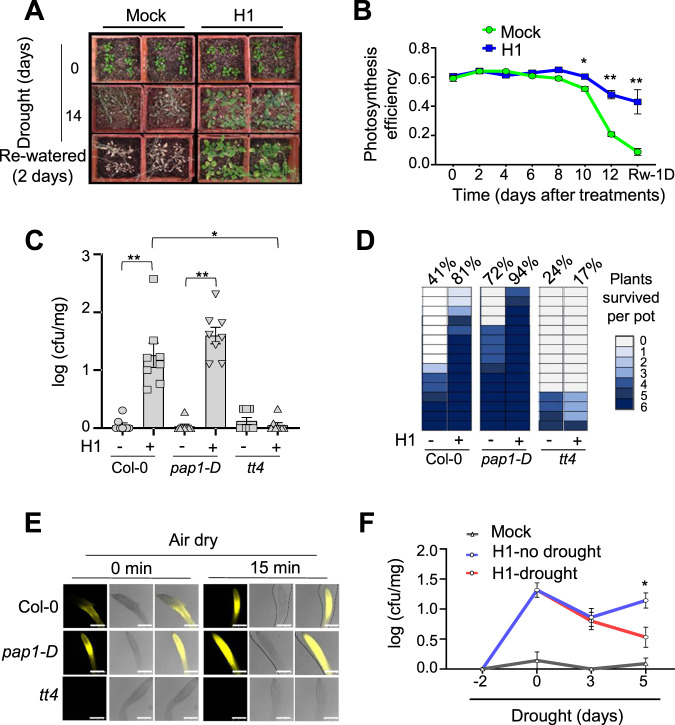
*Aeromonas* sp. H1-enhanced plant dehydration resistance requires flavonoid production but not in a cry-for-help manner. **A** Arabidopsis inoculated with *Aeromonas* sp. H1 showed increased resistance to dehydration stress. The plants were under the dehydration condition for the indicated time. **B** Arabidopsis inoculated with *Aeromonas* sp. H1 showed less reductions in photosynthesis efficiency compared to the control plants. For each data point, mean ± SE, *n* = 10 biological replicates. Three independent experiments showed similar results. * and ** indicates Student’s *t* test *p* ≤ 0.05 and *p* ≤ 0.01, respectively. RW-1D, 1 day after being re-watered. **C** *Aeromonas* sp. H1 failed to colonize the Arabidopsis mutant *tt4*, which is defective in flavonoid biosynthesis. Bacteria colonization was measured at 3 days after the dehydration treatment. Each data point represents the average colonization rate of six biological replicates in an independent experiment (*n* = 8), the bars show values of mean ± SE of the eight data points. * and ** indicates Student’s *t* test *p* ≤ 0.05 and *p* ≤ 0.01, respectively. Three independent experiments showed similar results. **D** *Aeromonas* sp. H1 failed to increase dehydration resistance in *tt4* with 13 days of the dehydration treatment. Data presents 15 biological replicates (soil pots), each containing six plants. The total survival rates (%) were shown above each stacked bar. The varying survival patterns in each pot were shown by the indicated color scale. Three independent experiments showed similar results. **E** Dehydration by air drying quickly increased flavonoid levels in Arabidopsis roots, as measured by fluorescence microscopy with diphenylboric acid 2-amino ethyl ester (DPBA) staining. Five independent experiments (*n* ≥ 40) showed similar patterns. White bars indicate 250 μm. **F** Dehydration stress did not lead to increased colonization of *Aeromonas* sp. H1 on Arabidopsis plants. Mean ± SE, *n* ≥ 6 biological replicates. Three independent experiments showed similar results. * indicates Student’s *t* test *p* ≤ 0.05.

### Bacterial enhancement of plant dehydration resistance does not rely on a sudden cry-for-help

Under the dehydration stress, the soil water contents quickly dropped from ~40% to <10% in 4 days (Fig. S7B), by which time the plants had not shown any reduction in photosynthesis efficiency (Fig. 3B), whereas the anthocyanin levels in both roots and shoots of the stressed plants were significantly increased within 3 days (Fig. S7C, D). Because anthocyanins are downstream products in the flavonoid biosynthesis pathway (Fig. S4A), these kinetic patterns indicated that the stress-induced flavonoid accumulation can be quick enough to occur before the stress-induced damages in photosynthesis. Indeed, Arabidopsis roots under dehydration stress increased flavonoid accumulation within 15 min (Fig. 3E). The relatively fast responses suggested that stress-induced flavonoids may mediate cry-for-help that results in the H1-increased plant resistance to dehydration. However, while H1 showed similar colonization rates on both the stressed and the control plants at 3 days-after-treatment (DAT), the dehydration stress unexpectedly reduced Strain H1 colonization at 5 DAT (Fig. 3F). These results indicate that, in addition to increasing flavonoid accumulation in plants, the dehydration stress also caused certain other effects that counteracted flavonoid-mediated attraction of H1. Nonetheless, flavonoids are required for H1 colonization to dehydration-stressed plants and for the bacteria-enhanced plant dehydration resistance (Fig. 3D, F). Thus, these results suggest that the flavonoid-dependent beneficial effects caused by H1 rely on pre-established association instead of a sudden cry-for-help under abiotic stress conditions. Similar to Strain H1, *Bacillus megaterium* TG1-E1 and *Bacillus amyloliquefaciens* GB03, which are two other plant-beneficial rhizobacteria capable of increasing plant dehydration resistance [19, 44], also showed dehydration-induced reductions in root colonization (Fig. S7E, F). These results collectively suggested that a sudden cry-for-help upon dehydration stress is unlikely effective in achieving bacteria-enhanced plant stress resistance, since the overall impact of dehydration stress on the binary plant-rhizobacteria association is negative.

### *Aeromonas* sp. H1 boosted dehydration-induced H_2_O_2_ in guard cells and stomatal closure

Under the dehydration stress, H1 helped the plants reduce water evaporation, as indicated by higher leaf temperatures and smaller stomatal aperture in the inoculated plants than the non-inoculated plants (Figs. 4A and S8A–C). Arabidopsis leaves respond to hot temperatures with increased stomatal aperture in order to decrease leaf temperature through water evaporation [45]. Consistently, the stressed plants initially showed increased stomatal aperture compared to the non-stressed plants at 3 and 4 DATs, whereas the stomatal aperture in the stressed plants dropped back to the levels similar to those in non-stressed plants at 5 and 6 DATs, indicating that the protection from dehydration eventually had a higher priority than keeping the leaf cool at a later stage. Strain H1 significantly reduced stomatal aperture at both the initial and the later stages in the stressed plants (Figs. 4A and S8C). Strain H1 also induced higher levels of H_2_O_2_, an important signal for stress-induced stomatal closure [46], in the guard cells of dehydration-stressed plants (Fig. 4B). In contrast, the plants without dehydration stress showed neither H_2_O_2_ accumulation nor stomatal closure in response to Strain H1 (Figs. 4A, B and S8C).

**Fig. 4:**
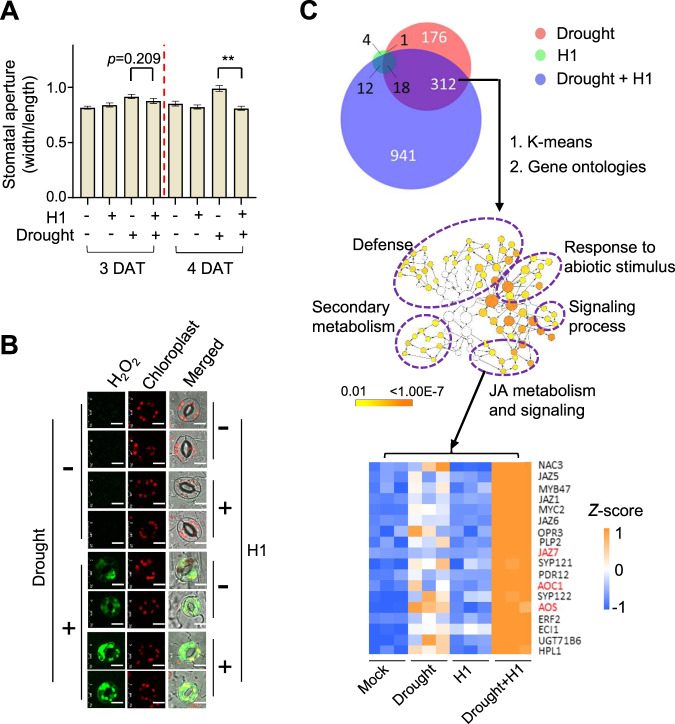
Synergistic responses to dehydration and *Aeromonas* sp. H1 resulted in increased efficacy of plant dehydration resistance. **A** *Aeromonas* sp. H1 induced stomatal closure in dehydration-stressed Arabidopsis. The plants were under the dehydration condition for the indicated time. Mean ± SE, *n* ≥ 29 stomata from four leaves for each sample. ** indicates Student’s *t* test *p* ≤ 0.01. Two independent experiments showed similar results. **B** *Aeromonas* sp. H1 increased ROS accumulation in the guard cells of dehydration-stressed Arabidopsis. The plants were grown at 28 °C with dehydration treatment for 3 days. ROS levels were indicated by fluorescent signals from the oxidation-sensitive CM-H_2_DCFDA. Two representative replicates of each sample (*n* ≥ 10) are shown. Three independent experiments showed similar results. White bars indicate 10 μm. **C** RNA-seq analysis of Arabidopsis transcriptome revealed plant’s synergistic responses to the dehydration stress and to *Aeromonas* sp. H1. DEGs numbers are indicated in the venn diagram on the top of the panel. The overlap DEGs were subjected to K-means clustering for dehydration-induced DEGs that were further induced by dehydration plus Strain H1 (see also Fig. S8D) and subsequently GO analysis to identify enriched biological processes (middle of the panel), which highlighted a group of JA-related DEGs including ACO1, AOS, and JAZ7 that are known to promote plant resistance to dehydration stress, as shown in the heat map at the bottom of the panel.

### Synergistic responses to dehydration and *Aeromonas* sp. H1 increased plant stress resistance

The transcriptome analysis at 3 DAT of dehydration further revealed a synergistic relation between plant responses to the dehydration stress and to H1; the former and the latter stimuli induced 507 and 35 DEGs (treated/control fold change >1.5, FDR < 0.05), respectively, whereas their combination resulted in 1283 DEGs (Fig. 4C and Supplementary Table S3). 

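Shoots of *A. thaliana* Col-0, a wild-type accession and the source of the reference genome, were collected 3 days after the dehydration treatment from 4 groups of plants, namely mock, dehydration, H1, and dehydration plus H1. Each group had 3 biological replicates. The paper's methods give 22 °C for normal growth and state that plants went from 22 to 28 °C when watering was withheld. They do not name a temperature for each RNA-seq group. If the mock and H1 plants stayed at 22 °C, every comparison of dehydrated with unstressed plants, the interaction included, also contains a temperature difference. The authors trimmed the reads with Trimmomatic, mapped them to the TAIR10 genome with HISAT, counted the reads on each gene with htseq-count, and deposited these counts without normalization. The paper's text does not name the counting mode or the strand setting, so the counts of a gene that overlaps another gene, or that shares sequence with one, are less certain than those of the other genes. The count table lists 33602 genes, of which 32835 were found by locus tag in the TAIR10.1 annotation. Total counts per sample ranged from 15240715 to 18423967 in mock (median 16669653), from 13195515 to 15305808 in dehydration (median 15167226), from 11520956 to 15584051 in H1 (median 14975914), and from 15781174 to 19900560 in dehydration plus H1 (median 17338180). The counts were normalized with the TMM factors of edgeR, which scale for library size and composition, and 18839 genes passed edgeR's filter on low counts. All 12 samples entered the same fit with a mean for each group, so that the groups shared an estimate of the spread between replicates. DEGs were called with edgeR's quasi-likelihood F test at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05.

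**Figure D1:**
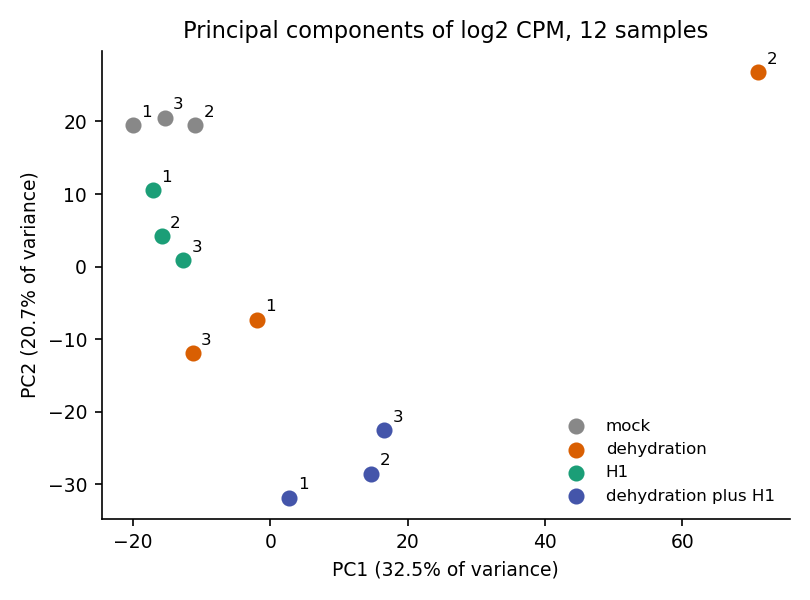
Principal components of the log2 CPM of the 12 samples. Each point is a sample, coloured by group and marked with its replicate number, and the axes give the scores on the first and second components with the share of variance they hold. Dehydration replicate 2 sits at 71.1 on the first axis, and the other samples sit between -20.0 and 16.6.

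The first principal component held 32.5% of the variance, and most of its range separated dehydration replicate 2 from all other samples, including the other dehydration replicates. The mean correlation of log2 CPM between this sample and its group mates was 0.957, whereas for the samples of the other 3 groups it was between 0.988 and 0.990. No replicates were found to be the same library, as the counts of every replicate pair differed by more than the sampling noise (chi-square per degree of freedom of at least 2.50 over the 12 pairs).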

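Dehydration resulted in 280 DEGs relative to mock, of which 208 were higher and 72 were lower. H1 resulted in 2 DEGs, both higher, namely AT2G27830 (log2 fold change 0.77, standard error 0.10, adjusted p = 0.045 from edgeR's quasi-likelihood test) and HSPRO2 (AT2G40000; log2 fold change 0.76, standard error 0.10, adjusted p = 0.045 from the same edgeR test). Each of these 2 calls was lost in 9 of the 12 fits that left out a sample. In these 12 fits the log2 fold change stayed between 0.71 and 0.86 for AT2G27830 and between 0.70 and 0.81 for HSPRO2. Without dehydration replicate 2, which is in neither of the groups compared, H1 had 61 DEGs. The adjusted p in edgeR was then 0.00039 for AT2G27830 and 2.2e-05 for HSPRO2. Dehydration plus H1 resulted in 1074 DEGs, of which 802 were higher and 272 were lower. At an unadjusted p below 0.05, the 3 comparisons held 3403, 989 and 4559 genes, respectively, where 942 of the genes tested are expected by chance. When only the 2 groups compared entered each fit, dehydration had 0 DEGs (1994 genes at an unadjusted p below 0.05). In such fits H1 had 69 and dehydration plus H1 had 1521. When the fold change of 1.5 was part of the test, dehydration plus H1 had 214. With voom and sample weights, chosen after seeing the data, dehydration had 617. Of the DEGs of dehydration plus H1, 866 were not DEGs of dehydration alone. Among these, 830 changed in the same direction under dehydration alone, and 219 did so with a fold change of at least 1.5 but without passing the adjusted p. Both comparisons use the same mock samples, so part of this agreement in direction arises by construction.

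**Figure D2:**
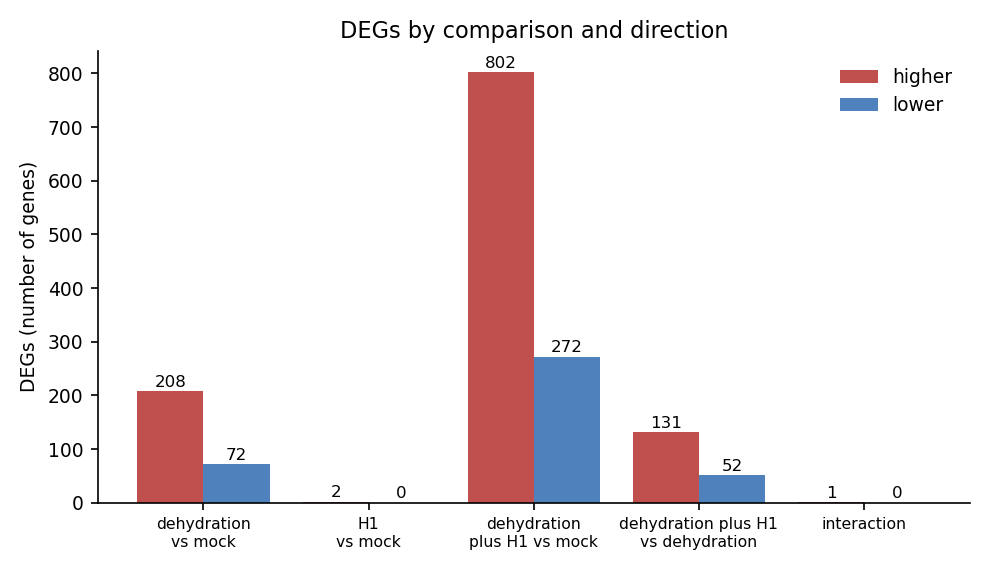
Numbers of DEGs (vertical axis, starting at 0) that were higher or lower in each comparison and in the test of the interaction. The bars of dehydration plus H1 vs mock, 802 higher and 272 lower, are the tallest of each direction.

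Whether the effect of H1 differed between dehydrated and unstressed plants was tested on the log2 scale as the interaction of the treatments. This test called 1 gene, JAZ6 (AT1G72450, chromosome 1 from 27273968 to 27276562 in TAIR10.1), and 844 genes had an unadjusted p below 0.05. With each sample left out in turn it called from 0 to 69 genes. Of the 69 without dehydration replicate 2, 25 had a positive interaction and 44 a negative one. EdgeR's likelihood ratio test called 20, of which 16 were positive and 4 negative. JAZ6 was at 47.3 ± 2.27 CPM in mock, 75.2 ± 4.16 in dehydration, 49.1 ± 1.92 in H1 and 157 ± 11.4 in dehydration plus H1 (SD, n = 3). The H1 effect on JAZ6 was larger in dehydrated plants by 1.00 on the log2 scale (standard error 0.11, adjusted p = 0.011 from edgeR's quasi-likelihood test), and with each sample left out in turn the adjusted p in edgeR reached 0.091. From the numbers of genes responding to each stimulus and to their combination, the paper concludes that the responses of the plant to dehydration and to H1 are synergistic. It also draws on the further-induced genes, JAZ7 among them. In addition, the paper reports that H1 raised H2O2 in guard cells and closed stomata in dehydrated but not in unstressed plants.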

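The effect of adding H1 to dehydration was compared directly between dehydration plus H1 and dehydration, which gave 183 DEGs, of which 131 were higher and 52 were lower with H1. At an unadjusted p below 0.05 this comparison held 2792 genes. A total of 163 genes were induced relative to mock in both the dehydration group and the dehydration plus H1 group. The estimated expression of 140 of these was higher in dehydration plus H1 than in dehydration, and for 30 the difference passed both cut-offs. Among the DEGs of dehydration plus H1 that were not DEGs of dehydration alone, 119 passed both cut-offs in the direct comparison. The number of genes called depended on the sample that lay apart, since the direct comparison gave 467 DEGs without dehydration replicate 2, of which 155 were among those called with all samples. CYP94C1 (AT2G27690) was at 0.907 ± 0.216 CPM in dehydration and 6.56 ± 0.225 CPM in dehydration plus H1 (SD, n = 3), a log2 fold change of 2.85 (standard error 0.29, adjusted p = 0.0004 from edgeR's quasi-likelihood test). Among the DEGs with at least 10 counts on average and no overlap between the groups, the largest falls were those of AT4G04293, which fell by 1.52 on the log2 scale (standard error 0.26, adjusted p = 0.011 from the same edgeR test), and AT3G62070, which fell by 1.29 (standard error 0.19, adjusted p = 0.0043 from the same edgeR test). AT4G04293 is annotated as a pseudogene and had 27 to 32 counts per sample in dehydration and 10 to 17 in dehydration plus H1. AT3G62070 was at 21.7, 41.55 and 26.98 CPM in dehydration replicates 1, 2 and 3. Without dehydration replicate 2 its log2 fold change was -0.99.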

Since H1 increases plant dehydration resistance, it can be deduced that H1 enhances the efficacy of plant responses to the dehydration stress. Consistent with this notion, K-means clustering identified 145 dehydration-induced DEGs that were further induced by dehydration plus H1 (Figs. 4C and Fig. S8D and Supplementary Table S3), meanwhile Gene Ontology analysis revealed that these DEGs are enriched with several stress response-related biological functions, including secondary metabolism, defense, responses to abiotic stimulus, signaling process, and jasmonic acid (JA) metabolism and signaling (Fig. 4C and Supplementary Table S3). 

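K-means clustering was repeated on z-scores of log2 CPM of the DEGs shared by dehydration and dehydration plus H1. The paper's text does not name the number of clusters or the values clustered, so 4 clusters and 50 starts were used. Clusters were taken as further induced when their centre rose from mock to dehydration and by more than 0.5 z from dehydration to dehydration plus H1. A total of 116 genes fell into such clusters. Their mean z-score was between -1.23 and -1.10 in the mock samples, between 0.32 and 0.59 in the dehydration samples, between -0.72 and -0.25 in the H1 samples, and between 1.09 and 1.28 in the dehydration plus H1 samples. The clusters were chosen for this rise, so these z-scores do not test it. Without the log scale the same rule gave 77 genes, and with 5, 6 or 8 clusters it gave 116, 133 and 116 genes. With each sample left out in turn it gave from 48 to 221 genes. Among the 18 genes of the heat map in Fig. 4C, 14 were among the DEGs clustered here, and all 14 fell into the further-induced clusters. Membership of these clusters is not a call, as 30 of the 116 genes passed both cut-offs upward between dehydration and dehydration plus H1. The heat map gene AOS is among the 116 but did not pass (log2 fold change 0.13, adjusted p = 0.43 from edgeR's quasi-likelihood test). Process terms of the annotation used here covered 47 of the 116 genes (40.5%), which is under the 80% set as the minimum, so a check of enriched processes is void and none is given.

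**Figure D3:**
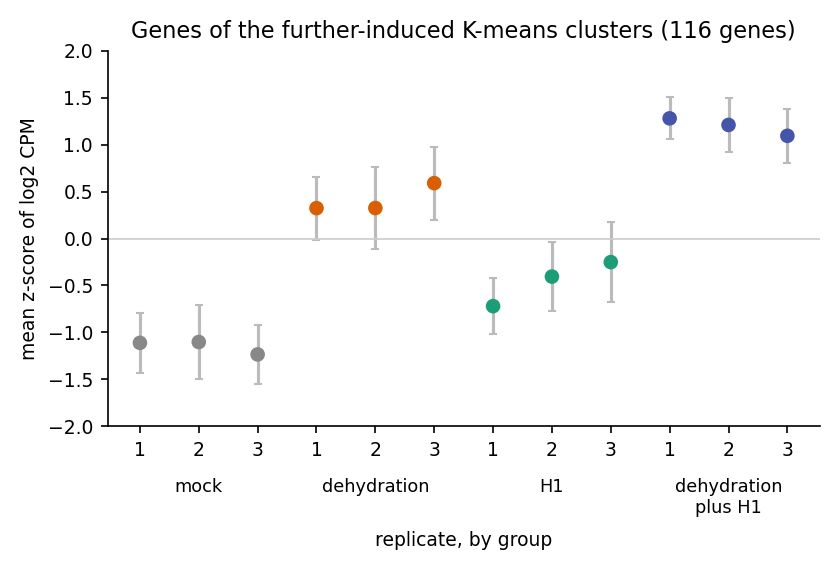
Mean z-score of log2 CPM (vertical axis) over the 116 genes of the further-induced clusters in each of the 12 samples, which are ordered by group and replicate along the horizontal axis. Points are means and bars are the SD across the genes. The dehydration plus H1 samples sit between 1.09 and 1.28, above the dehydration samples.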

Dehydration stress increases the production of the JA precursor 12-oxo-phytodienoic acid (12-OPDA), which promotes stomatal closure in several plant species including Arabidopsis [47]. 

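AOC1 encodes an allene oxide cyclase and lies on chromosome 3 of TAIR10.1 from 9403779 to 9405338 (AT3G25760). Its expression was 8.83 ± 1.28 CPM in mock, 18.9 ± 7.55 in dehydration, 10.7 ± 1.13 in H1 and 39.8 ± 4.00 in dehydration plus H1 (SD, n = 3). The log2 fold change of dehydration vs mock was 1.10 (standard error 0.24, adjusted p = 0.031 from edgeR's quasi-likelihood test), a call that was lost in 7 of the 12 fits that each left out a sample. Between dehydration plus H1 and dehydration it was 1.07 (standard error 0.22, adjusted p = 0.030 from the same edgeR test), and this call was lost in 8 of these fits. The 3 dehydration samples were at 26.0, 11.0 and 19.6 CPM. Of the 32-base words in the exons of AOC1, 5.9% occur more than once in the genome, so reads could be split with similar genes and its values are uncertain. AOS encodes an allene oxide synthase and lies on chromosome 5 from 17097564 to 17099595 (AT5G42650). Its expression was 171 ± 1.66 CPM in mock, 256 ± 11.5 in dehydration, 179 ± 5.78 in H1 and 280 ± 19.2 in dehydration plus H1 (SD, n = 3). AOS was induced relative to mock by dehydration (log2 fold change 0.59, standard error 0.07, adjusted p = 0.0018 from edgeR's quasi-likelihood test) and by dehydration plus H1 (log2 fold change 0.71, standard error 0.07, adjusted p = 4.5e-05 from the same edgeR test). The former is a fold change of 1.50, at the cut-off, and the call was lost in 2 of the fits that each left out a sample, with library size in place of TMM, with at least 10 counts in every sample, with only the 2 groups compared, and in the test against a fold change of 1.5. The difference between dehydration plus H1 and dehydration was 0.13 on the log2 scale (standard error 0.07, adjusted p = 0.43 from the same edgeR test) and did not pass the cut-offs. The dehydration samples ranged from 246 to 269 CPM for AOS and overlapped with the dehydration plus H1 samples, which ranged from 258 to 292 CPM.

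**Figure D4:**
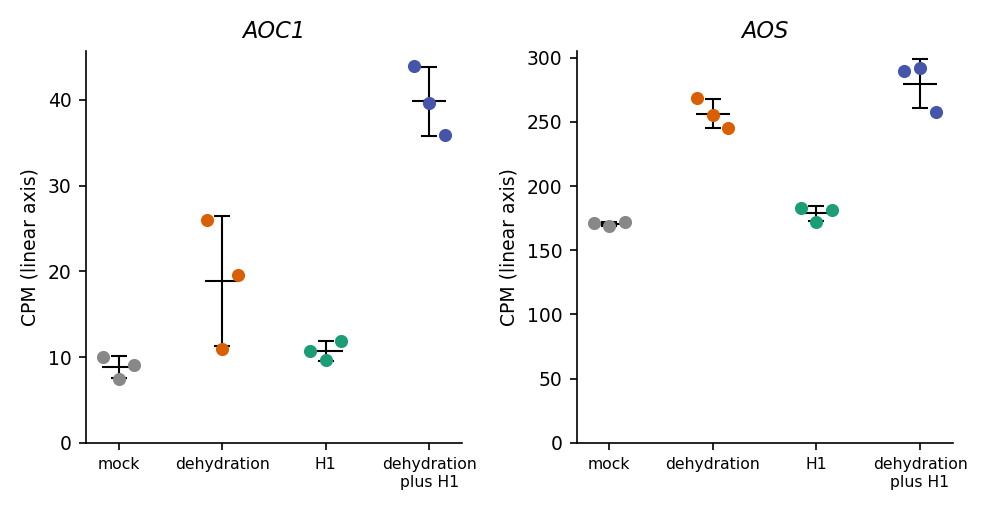
Expression of AOC1 and AOS in CPM (linear axes starting at 0) in the 4 groups. Points are the 3 samples of each group, and horizontal lines with bars are the mean and SD. For AOS the dehydration samples and the dehydration plus H1 samples overlap.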

Consistent with Strain H1-promoted stomatal closure in the dehydration-stressed plants (Fig. 4A and Fig. S8C), Strain H1 further increased the dehydration-triggered gene induction of AOC1 and AOS (Fig. 4C and Supplementary Table S3), which are two key enzymes in 12-OPDA biosynthesis [47]. The JA-related DEGs also include JAZ7, whose transgenic overexpression resulted in enhanced dehydration resistance in *A. thaliana* [48]. Strain H1 further increased the dehydration-triggered gene induction of JAZ7 from 4 folds to 41 folds (Fig. 4C and Supplementary Table S3). Therefore, the Strain H1-increased efficacy of plant dehydration resistance can be attributed to the synergistic regulation of these JA-related processes, in addition to the production of ACC deaminase (Fig. S6B), which is known to contribute to bacteria-enhanced plant dehydration resistance [49].

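JAZ7 (AT2G34600) lies on chromosome 2 of TAIR10.1 from 14573030 to 14573952. It was covered by 2 to 6 counts per sample in mock, 7 to 17 in dehydration, 4 to 9 in H1 and 137 to 203 in dehydration plus H1. In CPM these were 0.228 ± 0.149, 0.941 ± 0.437, 0.453 ± 0.281 and 9.34 ± 0.769 (SD, n = 3). Dehydration raised JAZ7 by 4.11 fold relative to mock (log2 fold change 2.04, standard error 0.53), which did not pass the adjusted p (adjusted p = 0.064 from edgeR's quasi-likelihood test). Dehydration plus H1 raised it by 41.1 fold relative to mock (log2 fold change 5.36, standard error 0.40, adjusted p = 6.9e-06 from the same edgeR test). The direct comparison of dehydration plus H1 with dehydration gave a log2 fold change of 3.32 (standard error 0.33, adjusted p = 0.00039 from the same edgeR test), which stayed between 2.99 and 3.64 with each sample left out in turn. H1 alone changed JAZ7 by 0.94 on the log2 scale (standard error 0.62) and the interaction was 2.39 (standard error 0.77), neither of which passed the adjusted p (adjusted p = 1 and adjusted p = 0.99 from edgeR's quasi-likelihood test). Both folds relative to mock rest on the low counts of the mock samples. Without mock replicate 1 they were 6.22 for dehydration and 62.2 for dehydration plus H1. Without mock replicate 3 they were 3.21 and 32.1.

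**Figure D5:**
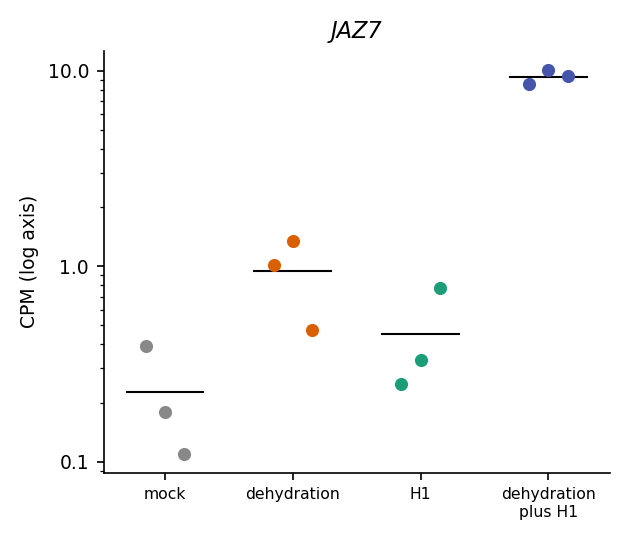
Expression of JAZ7 in CPM (log axis) in the 4 groups. Points are the 3 samples of each group and horizontal lines are the means. The dehydration plus H1 mean of 9.34 CPM sits above the dehydration mean of 0.941 CPM and the mock mean of 0.228 CPM.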

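The 18 genes of the heat map in Fig. 4C were all higher in dehydration, and in dehydration plus H1, than in mock, and the mean of each was highest in dehydration plus H1. Relative to mock, 14 were DEGs of dehydration and all 18 were DEGs of dehydration plus H1. In the direct comparison of dehydration plus H1 with dehydration, all 18 had a positive log2 fold change, from 0.13 to 3.32 with a median of 0.84, and 10 were DEGs. In 16 of them every dehydration plus H1 sample was above every dehydration sample, where chance parts 3 samples from 3, in either direction, for 10% of genes. These genes were chosen by the paper from the same samples, so JA genes were also tested as sets that were listed by symbol without reference to the counts. These sets share genes with the heat map, 3 of the 14 tested in JA biosynthesis and 5 of the 15 tested in JA signalling. JA biosynthesis (14 of 15 genes tested) was higher in dehydration plus H1 than in dehydration, with a median log2 fold change of 0.29 and 13 of 14 genes higher (adjusted p = 0.0089 from limma's fry over 45 set tests). JA signalling (15 of 16 genes tested) was higher with a median of 0.95 and 12 of 15 genes higher (adjusted p = 0.00046 from limma's fry). The effect of H1 on the JA signalling genes differed between dehydrated and unstressed plants, with a median interaction of 0.69 on the log2 scale (adjusted p = 0.0082 from limma's fry), whereas for JA biosynthesis the interaction did not pass 0.05 (median 0.24, adjusted p = 0.072 from limma's fry), although it did under 5 of 16 alternatives (4.6e-05 to 0.14 in limma). Of the 45 set tests, 15 passed 0.05, and this number moved most, to 23, without H1 replicate 1. H1 alone changed neither set past 0.05, with medians of 0.08 for JA biosynthesis (adjusted p = 0.52 from limma's fry) and 0.18 for JA signalling (adjusted p = 0.41 from limma's fry). Without the heat map genes, a test chosen after seeing the data, JA biosynthesis was still higher in dehydration plus H1 than in dehydration (median 0.18, 10 of 11 genes higher, adjusted p = 0.023 from limma's fry). JA signalling then passed 0.05 neither in this comparison (median 0.32, 7 of 10 genes higher, adjusted p = 0.13 from limma's fry) nor in the interaction (median 0.38, adjusted p = 0.28 from limma's fry). For the set of JA response and catabolism only 9 of 15 genes (60%) had values, so its test is void.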

## Discussion

In this study, we performed a metabolite-dependent microbiome profiling and accordingly identified *Aeromonas* sp. H1 that is attracted by flavonoids. We demonstrated that Strain H1 is a beneficial bacterial strain capable of enhancing dehydration resistance in various plant species, followed by the elucidation of how Strain H1 is attracted by flavonoids, as well as how Strain H1 enhances plant dehydration resistance in a way that requires flavonoids but not through a sudden cry-for-help. These findings reveal a key role of flavonoids, and the underlying mechanism, in mediating plant-microbiome interactions including the bacteria-enhanced plant dehydration resistance.

We showed that flavonoids broadly contribute to the diversity of the Arabidopsis root microbiome with a highlight on the attraction of *Aeromonadaceae*. The application of a genetic mutant with elevated flavonoid production allowed for the identification of microbiome members that were directly correlated to the altered flavonoid levels. An alternative starting strategy could be examining the root microbiome of dehydration-stressed plants, albeit this would require additional work to validate a causal relation between the alterations in the bacteria abundance and the alterations in the flavonoid levels. The same concern similarly exists for the strategy of starting from comparisons between plant mutants having different drought responses. In this sense, the strategy applied in this study is preferred for the efforts in searching for beneficial microbes whose effects are mediated through certain plant metabolites. While Strain H1 positively contributes to plant resistance to dehydration, it is worth to note that the bacterial strains less associated with the roots may also play roles in stress responses including drought.

In this study, we compared the root microbiome of *pap1-D* with that of the wild type plants, aiming to identify beneficial bacteria whose root colonization rates are positively correlated with the elevated plant production of flavonoids. The microbiome profiling highlighted the uniqueness of *Aeromonadaceae*, in that it is the only bacterial family that showed higher RA in *pap1-D* than Col-0 in both the rhizosphere and the endosphere; in addition, *Aeromonadaceae* showed not only greater fold changes but also greater statistical significance compared to the other families that showed significant alterations in *pap1-D* relative to Col-0. Therefore, we subsequently looked for cultivable *Aeromonadaceae* members from the same soil used for the microbiome study. Among the three isolated *Aeromonas* spp., Strain H1 displayed the most plant-beneficial traits in an initial screening; in addition, the 16S rRNA gene sequence of Strain H1 matches the *Aeromonas* OTU836780 that showed higher RA in *pap1-D* than Col-0 in both the rhizosphere and the endosphere. Therefore, Strain H1 was sent for genome sequencing and intensively investigated in the current study. In addition to matching OTU836780 in the old database GreenGenes, a 16S rRNA gene sequence of Strain H1 also showed 100% match to OTU2341 when the microbiome was later analyzed with the updated SILVA database v.138.1. It is worth to note that the other two cultivable *Aeromonas* spp. also showed significantly increased colonization rates in *pap1-D* compared to Col-0. Besides, these two *Aeromonas* spp. increased plant tolerance to high salinity stress in Arabidopsis and soybean, although they appeared to be ineffective in increasing plant drought resistance (data not shown). The rhizosphere is a reservoir of microbes including plant-beneficial bacteria. While this study highlighted the uniqueness of *Aeromonas* in showing higher RA in *pap1-D* than Col-0 in both the rhizosphere and the endosphere, it is worth to note that this does not imply that microbes enriched in only one of these two compartments should be excluded from the list of potential plant-beneficial microbes.

As shown by *Aeromonas* sp. H1, flavonoids induce chemotaxis via multiple mechanisms and are required for the bacteria-enhanced plant dehydration resistance. Interestingly, the root association of Strain H1 was impaired under the stress condition despite of the stress-induced flavonoid accumulation. The mechanism underlying the reduction in Strain H1 colonization remains unclear. One possibility is that the dehydration stress directly decreased the abundance of the bacteria. It is also possible that the stress caused alterations in certain unknown root exudate components that have strong impacts on Strain H1 colonization and/or survival. Nonetheless, the stress-induced increases in flavonoid levels likely contribute to the mutualistic association by alleviating the negative impacts caused by the stress on the pre-established root-H1 association. These observations suggested that a sudden cry-for-help upon the abiotic stress probably is not feasible; instead, the bacteria-induced stress resistance relies largely on the plant-bacteria association pre-established before a severe stress condition. This conclusion is based on the binary system consisting of H1 and the plant. Nonetheless, this finding suggests that timing is a critical factor for the efficacy of microbe-enhanced crop stress resistance, particularly given that beneficial soil microbes applied in agriculture are typically enriched in the rhizosphere similarly as in the binary system.

Bacteria-enhanced plant resistance to dehydration stress is frequently attributed to bacterial secretion of ACC deaminase or polyamines, which reduces plant ethylene levels or serve as cellular stress-protectants, respectively [8, 19]. In addition, some bacterial strains secrete exopolysaccharides that can improve soil aggregation and maintain soil moisture in the rhizosphere and thereby help plants survive under water deficit conditions [19]. *Aeromonas* sp. H1 possesses multiple plant-beneficial traits, which may directly or indirectly contribute to better plant growth under the dehydration stress. Plants in natural environments often simultaneously confront biotic and abiotic stressors or stimulators. Thus optimizing the integrative responses is critical for plant survival and wellness, whereas the underlying complex crosstalk has long been challenging to be disentangled. In contrast to those classical explanations for microbe-enhanced plant resistance to dehydration, the role and the mechanism of plant integrative responses are often vague. Our results revealed that simultaneous exposure to H1 and the dehydration stress resulted in synergistic responses, which strongly increased the efficacy of plant resistance to dehydration. Particularly, transcriptional regulation of the OPDA- or JA-related processes was highlighted in the strong synergistic effects underlying the bacteria-enhanced plant dehydration resistance. These findings present an example where plant integrative responses to the biotic and abiotic stimuli clearly play a key role in bacteria-enhanced plant dehydration resistance, albeit the molecular trigger of the synergistic responses remains to be identified.

## Supplementary information

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Figure S8

Supplementary figures and tables legends

Supplementary Table S1 microbiota -SILA138.1

Supplementary Table S2 Strain H1 RNA-seq

Supplementary Table S3 plant RNA-seq

Supplementary Table S4 primer lists

## Data Availability

The 16S rRNA gene sequencing data are available in the NCBI SRA under BioProject PRJNA764534. The raw data of *Aeromonas* sp. H1 RNA-seq is available in the NCBI GEO with the accession number GSE184873 (token: stknkeqattsnlsl). The raw data of Arabidopsis RNA-seq are available in the NCBI GEO with the accession number GSE184872 (token: mrulcquslvczxgh).

# Supplementary material for: Flavonoid-attracted Aeromonas sp. from the Arabidopsis root microbiome enhances plant dehydration resistance
**Source:** ISME J. 2022 Jul 16;16(11):2622–32. doi: 10.1038/s41396-022-01288-7
**Supplement:** Supplementary file 3 — Figure S3

|         |                                                                |      |
|---------|----------------------------------------------------------------|------|
| 839197  | -----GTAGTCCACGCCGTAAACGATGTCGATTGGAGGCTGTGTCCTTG              | 45   |
| 835322  | -----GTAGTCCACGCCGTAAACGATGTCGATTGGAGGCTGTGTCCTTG              | 45   |
| 836780  | -----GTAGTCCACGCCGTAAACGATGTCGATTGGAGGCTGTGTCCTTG              | 45   |
| H1_16S: | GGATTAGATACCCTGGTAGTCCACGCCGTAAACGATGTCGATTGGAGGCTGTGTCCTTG    | 840  |
|         |                                                                |      |
| 839197  | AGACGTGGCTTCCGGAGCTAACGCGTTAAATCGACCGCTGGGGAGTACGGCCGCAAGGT    | 105  |
| 835322  | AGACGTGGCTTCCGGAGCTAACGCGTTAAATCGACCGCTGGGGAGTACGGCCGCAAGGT    | 105  |
| 836780  | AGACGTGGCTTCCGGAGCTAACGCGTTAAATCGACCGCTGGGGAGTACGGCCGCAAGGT    | 105  |
| H1_16S: | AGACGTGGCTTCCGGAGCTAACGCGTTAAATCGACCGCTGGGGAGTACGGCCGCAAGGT    | 900  |
|         |                                                                |      |
| 839197  | T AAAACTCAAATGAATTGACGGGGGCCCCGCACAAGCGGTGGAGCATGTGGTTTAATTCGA | 165  |
| 835322  | T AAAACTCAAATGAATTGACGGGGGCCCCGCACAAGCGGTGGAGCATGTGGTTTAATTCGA | 165  |
| 836780  | T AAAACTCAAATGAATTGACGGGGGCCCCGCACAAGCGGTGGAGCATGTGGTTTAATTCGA | 165  |
| H1_16S: | T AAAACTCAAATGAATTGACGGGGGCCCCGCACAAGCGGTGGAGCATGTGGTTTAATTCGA | 960  |
|         |                                                                |      |
| 839197  | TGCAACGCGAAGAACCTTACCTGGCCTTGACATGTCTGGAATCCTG TAGAGATACGGGAG  | 225  |
| 835322  | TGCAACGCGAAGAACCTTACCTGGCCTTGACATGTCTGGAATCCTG CAGAGATGTGGGAG  | 225  |
| 836780  | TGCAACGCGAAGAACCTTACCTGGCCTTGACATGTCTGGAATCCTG CAGAGATGCGGGAG  | 225  |
| H1_16S: | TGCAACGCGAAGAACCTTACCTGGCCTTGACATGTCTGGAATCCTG CAGAGATGCGGGAG  | 1020 |
|         |                                                                |      |
| 839197  | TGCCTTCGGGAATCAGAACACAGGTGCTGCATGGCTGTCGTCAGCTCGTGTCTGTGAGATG  | 285  |
| 835322  | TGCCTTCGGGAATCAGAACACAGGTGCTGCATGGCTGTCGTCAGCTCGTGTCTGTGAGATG  | 285  |
| 836780  | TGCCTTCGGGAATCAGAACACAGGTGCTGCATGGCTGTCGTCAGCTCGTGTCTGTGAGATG  | 285  |
| H1_16S: | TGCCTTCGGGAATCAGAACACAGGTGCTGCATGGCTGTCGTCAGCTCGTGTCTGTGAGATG  | 1080 |
|         |                                                                |      |
| 839197  | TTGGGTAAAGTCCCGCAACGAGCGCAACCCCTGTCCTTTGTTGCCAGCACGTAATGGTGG   | 345  |
| 835322  | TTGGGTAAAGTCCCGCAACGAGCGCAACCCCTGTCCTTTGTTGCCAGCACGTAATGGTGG   | 345  |
| 836780  | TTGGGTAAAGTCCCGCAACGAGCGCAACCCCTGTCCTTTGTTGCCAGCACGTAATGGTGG   | 345  |
| H1_16S: | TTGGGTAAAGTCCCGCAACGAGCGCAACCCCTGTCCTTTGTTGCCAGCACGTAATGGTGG   | 1140 |
|         |                                                                |      |
| 839197  | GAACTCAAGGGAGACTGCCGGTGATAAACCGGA-----                         | 378  |
| 835322  | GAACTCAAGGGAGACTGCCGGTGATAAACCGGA-----                         | 378  |
| 836780  | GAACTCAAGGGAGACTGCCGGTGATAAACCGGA-----                         | 378  |
| H1_16S: | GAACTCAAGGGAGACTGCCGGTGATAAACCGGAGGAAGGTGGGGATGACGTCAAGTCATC   | 1200 |

# Supplementary material for: Flavonoid-attracted Aeromonas sp. from the Arabidopsis root microbiome enhances plant dehydration resistance
**Source:** ISME J. 2022 Jul 16;16(11):2622–32. doi: 10.1038/s41396-022-01288-7
**Supplement:** Supplementary file 9 — Supplementary figures and tables legends

**Supplemental Figure Legends**

**Fig. S1. Bacteria richness in different compartments reflects the selectivity of plants on root-associated microbes (Related to Figure 1). (A)** Rarefaction curves of each sample. **(B)** Numbers of observed OTUs in the different compartments. **(C)** Numbers of estimated OTUs based on the Chao1 estimator. **(D)** Shannon index of the microbial diversity. Samples were rarefied to 18893 reads prior to the analysis. Soil 1, initial bulk soil; Soil 2, final bulk soil; Rhizo, rhizosphere; Endo, endosphere。

**Fig. S2. The overall impacts of compartment and genotype on the root-associated microbes (Related to Figure 1). (A)** PCoA (Principal Coordinate Analysis) using weighted UniFrac metric indicates that the microbiome assembly is mainly determined by the compartments (soil, rhizosphere, and endosphere). The bacteria communities were investigated by 16S rRNA gene metagenomic sequencing of the extracted DNA. n ≥ 3 biological replicates. **(B)** Relative abundance (RA) of the bacteria families that were identified in the final bulk soil, rhizosphere, and endosphere compartments.

**Fig. S3. The 16S rRNA gene sequence of *Aeromonas* sp. H1 showed 100% match to the flavonoid-responsive OTU 836780 (Related to Figure 2).** Sequence alignments are shown for the 16S rRNA gene amplicons from H1 and the three flavonoid-responsive OTUs belonging to *Aeromonadacea*. Letters in red indicate unmatched nucleotides. The OTU836780 was annotated based on the database GreenGenes. When the 16S rRNA gene sequencing results were reanalyzed later with the updated SILVA database v.138.1, Strain H1 showed 100% match to the identified *Aeromonas* OTU2341.

**Fig. S4. Genome-wide profiling of *Aeromonas* sp. H1 gene expression in response to naringenin (Related to Figure 2). (A)** A schematic pathway of flavonoid biosynthesis. CHS, chalcone synthase; CHI, chalcone isomerase; IFS, isoflavone synthase; IFR, isoflavone reductase; F3H, flavonoid 3-hydroxylase; FLS, flavonol synthase; DFR, dihydroflavonol 4-reductase. **(B)** Categorization of the DEGs (differentially expressed genes, treated vs mock fold change ≥ 2, FDR ≤ 0.05) identified by RNA-seq of *Aeromonas* sp. H1 treated with 100 µM naringenin for 8 hr. The top two largest groups of DEGs (except for hypothetical and unknown proteins), cellular metabolic processes and transport, are further categorized.

**Fig. S5. Naringenin transcriptionally regulates bacteria motility and biofilm production in *Aeromonas* sp. H1 (Related to Figure 2).** Quantitative RT-PCR measurements of *Aeromonas* sp. H1 genes involved in flagellum biogenesis **(A)**, two-component signal transduction including the negative regulator CheX **(B)**, fumarate reduction **(C)** or the F17 fimbrial protein H1_1176 **(D)**. The bacteria were treated with 100 µM naringenin or glucose for 8 hr. Mean ± SE, n = 4 from 2 biological replicates. Three independent experiments showed similar results. * indicates Student’s *t*-test *p* ≤ 0.05. **(E)** Biofilm production of *Aeromonas* sp. H1 treated with 100 µM naringenin or glucose for 24 hr. Whiskers in the boxplot represent the min to max data range, the median is represented by the central horizontal line. The upper and lower limits of the box outline represent the first and third quartile. Two independent experiments showed similar results. ** indicates Student’s *t*-test *p* ≤ 0.01. **(F)** Chemotaxis measurements of *B. megaterium* YC4-R4. Chemotaxis-assayed cells with or without 100 μM chemo-attractants were collected and were lysed and quantified using CyQUANT GR fluorescent dye. Mean ± SE, n = 4 biological replicates. Three independent experiments were performed with similar results. ** indicates Student’s *t*-test *p* ≤ 0.01. **(G)** Quantitative RT-PCR measurements of *B. megaterium* YC4-R4 CheX gene and some genes homologous to the flagellum biogenesis-related DEGs identified in *Aeromonas* sp. H1. Mean ± SE, n = 4 from 2 biological replicates. **(H)** Biofilm production of YC4-R4 treated with 100 µM naringenin or glucose for 24 hr. * in the boxplot indicates Student’s *t*-test *p* ≤ 0.05; n=6 biological replicates. Two independent experiments showed similar results. **(I)** Biofilm production of *Aeromonas* sp. H1 treated with 100 µM kaempferol or quercetin for 24 hr. * in the boxplot indicates Student’s *t*-test *p* ≤ 0.05; n = 6 biological replicates. Two independent experiments showed similar results.

**Fig. S6. Characterization of *Aeromonas* sp. H1 as a plant-beneficial bacterial strain (Related to Figure 3).** Multiple plant-beneficial traits were assayed, including production of the phytohormone auxin (panel **A**; n = 4 biological replicates), production of ACC deaminase (**B**; n = 6), phosphate solubilization (**C**; n ≥ 9), siderophore production (**D**; n ≥ 9), decomposition of extracellular H_2_O_2_ (**E**; representative images, n = 6), and production of polyamines (**F**; n = 14). A known plant-beneficial bacterial strain (*B. amyloliquefaciens* GB03) and the *Escherichia coli* strain DH5α were examined in parallel for comparison with Strain H1. Two independent experiments showed similar results. Different letters above the bars (mean ± SE) indicate statistical difference determined by one-way ANOVA. **(G)** Rice seedlings inoculated with *Aeromonas* sp. H1 showed increased resistance to dehydration stress. Six biological replicates (pots) are shown. Three independent experiments showed similar results. **(H)** *Coriander sativum* inoculated with *Aeromonas* sp. H1 showed increased resistance to dehydration stress. Six biological replicates (pots) are shown. Three independent experiments showed similar results.

**Fig. S7. *Aeromonas* sp. H1-enhanced plant dehydration-resistance requires flavonoid production but not in a cry-for-help manner (Related to Figure 3). (A)** *Aeromonas* sp. H1 increased plant dehydration resistance in Col-0 and *pap1-D* but not *tt4*. Representative images are shown (n ≥ 5 biological replicates). Three independent experiments showed similar results. **(B)** The water contents of soil surrounding Arabidopsis plants with or without Strain H1 treatment under the dehydration condition. Mean ± SE, n = 6 biological replicates. Four independent experiments showed similar results. **(C)** The anthocyanin levels were induced in Arabidopsis roots under dehydration stress persisted. Mean ± SE, n = 3 biological replicates, each replicate containing 9 seedlings. **(D)** The anthocyanin levels in dehydration-stressed Arabidopsis shoots. Mean ± SE, n = 3 biological replicates, each consisting 9 seedlings. Two independent experiments showed similar results. * and ** indicates Student’s *t*-test *p* ≤ 0.05 and *p* ≤ 0.01, respectively. **(E, F)** The colonization rates of *B. megaterium* TG1-E1 and *B. amyloliquefaciens* GB03 on Arabidopsis roots with or without the dehydration treatment. Mean ± SE, n = 3 biological replicates, each consisting 6 seedlings. Three independent experiments showed similar results. * and ** indicates Student’s *t*-test *p* ≤ 0.05 and *p* ≤ 0.01, respectively.

**Fig. S8. *Aeromonas* sp. H1 increased plant dehydration resistance through regulation of stomatal closure and stress-responsive gene expression (Related to Figure 4). (A)** Infrared thermal imaging of leaf temperatures of Arabidopsis inoculated with or without Strain H1 under the dehydration condition. Representative images of one biological replicate were shown for each sample. **(B)** Quantification of leaf temperatures measured by infrared thermal imaging. Mean ± SE, n ≥ 24 from 6 biological replicates. * and ** indicates Student’s *t*-test *p* ≤ 0.05 and *p* ≤ 0.01, respectively. **(C)** *Aeromonas* sp. H1 induced stomatal closure in dehydration-stressed Arabidopsis. *dat*, days after treatments. Mean ± SE, n ≥ 29 stomata from 4 leaves for each sample. ** indicates Student’s *t*-test *p* ≤ 0.01. Two independent experiments showed similar results. **(D)** K-means clustering analysis of the 330 DEGs that were identified by RNA-seq as commonly induced by the dehydration stress and by dehydration plus Strain H1. The clusters 2 and 4 identified the dehydration-induced DEGs that were further induced by dehydration plus Strain H1. The numbers on the x-axis indicate biological replicates.

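In the counts analysed here, 208 genes were DEGs of both dehydration and dehydration plus H1 relative to mock, and each of them changed in the same direction in both comparisons. The use of the same mock samples in both comparisons favours this agreement. In the paper's Supplementary Table S3, 246 of the genes listed for both comparisons were higher than mock in both. Of the genes shared here, 45 were lower than mock in both comparisons. The K-means clusters held 71, 45, 47 and 45 of the shared genes. In the order mock, dehydration, H1 and dehydration plus H1, the centre of the cluster of 71 genes was at -1.05, 0.42, -0.63 and 1.27 z. The centre of the cluster of 47 genes was at -1.20, 0.73, -0.40 and 0.86 z, which rose by less than the 0.5 z required between dehydration and dehydration plus H1. The remaining clusters of 45 genes had centres at -1.30, 0.40, -0.18 and 1.08 z and at 1.00, -0.91, 0.70 and -0.79 z, and the latter held the genes that were lower under dehydration.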

**Supplemental Table Legends**

**Supplementary Table S1. 16S rRNA gene sequencing results. (A)** Total OTUs (operational taxonomic units) detected by the 16S rRNA gene sequencing. **(B)** List of OTUs with the rarefied quality sequence cutoff at 18893. **(C)** All genus identified in the microbiome. **(D)** List of OTUs with significantly (*p* < 0.05) altered RA. **(E)** Differentially enriched genus between *pap1-D* and Col-0. **(F)** Differentially enriched bacteria families between *pap1-D* and Col-0. **(G)** Sample information.

**Supplementary Table S2. RNA-seq results of naringenin-treated *Aeromonas* sp. H1. (A)** Naringenin-triggered DEGs in H1 (fold change > 2 and FDR < 0.05). **(B)** Uniprot clustering of the DEGs based on biological fucntions. **(C)** DEGs in the cluster of “Transport”. **(D)** DEGs in the cluster of “Cellular metabolic progress”. **(E)** DEGs in the cluster of “Chemotaxis”.

**Supplementary Table S3. RNA-seq of Arabidopsis plants with and with the dehydration and/or H1 treatments.** **(A)** DEGs of dehydration vs mock. **(B)** DEGs of H1 vs mock. **(C)** DEGs of dehydration+H1 vs mock. **(D)** DEGs commonly induced by dehydration and by dehydration+H1. **(E)** K-means clustering of the DEGs commonly induced by dehydration and by dehydration+H1. **(F)** Gene Ontology (GO) analysis of the DEGs in cluster 2 and cluster 4. **(G)** JA-related DEGs identified by K-means clustering and GO analysis.

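Supplementary Table S3 lists for each DEG its expression per sample, its log2 fold change and its FDR in the comparisons of the 4 groups. All of the genes listed for each comparison with mock were among the genes tested here, and all had the same direction of change. The log2 fold changes differed from those of the table by at most 0.05. Of the paper's 507 genes for dehydration vs mock, 278 were also called here. Both of the genes called here for H1 vs mock were among the paper's 35, and 1044 of the paper's 1283 genes for dehydration plus H1 vs mock were also called here. The calls made here that are absent from these lists numbered 2 for dehydration and 30 for dehydration plus H1.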

**Supplementary Table S4. Primers used for preparing the 16S rRNA gene library and for quantitative RT-PCR.** **(A)** Primers for preparing 16S rRNA gene library. **(B)** Primers for qRT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

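RNA-seq of shoots of *A. thaliana* Col-0 was analysed in 4 groups of 3 biological replicates, namely mock, dehydration, H1, and dehydration plus H1. The authors trimmed the reads, mapped them to TAIR10 with HISAT and counted them per gene with htseq-count, and the deposited table holds these raw counts, without normalization and with 1 column per sample. The samples were assigned to groups and replicates from their labels and from the paper. The labels number the mock and dehydration replicates differently in the titles and in the source names, and the replicate numbers of the titles are used throughout. The same numbers occur in all 4 groups, which is where the pairing used in the block fits comes from, and the same-numbered samples are different plants.

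Between 11520956 and 19900560 reads per sample were counted on genes. Genes with few counts have large standard errors, which the model takes into account. Differential expression was computed with edgeR 4.0.16 in R 4.3.3 with filterByExpr, TMM factors and the quasi-likelihood F test (glmQLFit and glmQLFTest), with all samples in 1 fit of 4 group means. The cut-offs were the paper's fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05 over the 18839 genes tested. The paper's text names edgeR and these cut-offs but not the edgeR test, the filter or the normalization. The standard error of a log2 fold change was taken from its estimate and the square root of its F statistic. Each treatment was compared with mock, dehydration plus H1 was compared with dehydration, and the interaction tested whether the H1 effect differed between dehydrated and unstressed plants. CPM values were computed with the TMM library sizes, and log2 CPM with a prior count of 2.

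K-means clustering used 4 clusters and 50 starts on z-scores of log2 CPM. Gene sets were tested with fry of limma 3.58.1 for 9 sets in 5 contrasts, and the p-values were adjusted over the 45 tests by the Benjamini-Hochberg method. The sets were written as gene symbols, 168 in all, of which 151 matched a single locus. A symbol without a single locus counts as a gene without values. A set with values for fewer than 80% of its listed symbols was treated as too incomplete to be tested. For this reason the tests of the ethylene set (9 of 14 symbols), the flavonoid biosynthesis set (13 of 21), the guard cell reactive oxygen species set (9 of 13), the heat response set (9 of 15), and the JA response and catabolism set (9 of 15) are void. Those of the flavonoid biosynthesis and heat response sets were called void only after their results had been seen. The void tests are included in the adjustment and in the counts of sets. Positions, GC content and the excess of G over C in the transcripts were taken from TAIR10.1, whose gene identifiers match 32835 of the 33602 genes counted. Sequence shared with other genes was measured as the percent of the 32-base words of the exons of a gene that occur more than once in the genome. Among the 34 genes named in the text or chosen by the rule for naming, 3 had at least 5% of such words, 4 overlapped a gene on the opposite strand and 2 overlapped a gene on the same strand.

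The comparisons and their tests, the gene sets and the rule for naming genes were fixed before the data were examined, as were the alternatives other than those named below as chosen later. Several tests of explanations were chosen after the results were seen, and are named where they are given. Genes to be named were those of the heat map in Fig. 4C. For each contrast they also included up to 2 genes with the largest rise and 2 with the largest fall among DEGs with at least 10 counts on average and no overlap between the groups. For each set, the member with the largest change among the DEGs of dehydration plus H1 vs mock was included.

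The procedure was tested on simulated counts drawn from the means and library sizes of the samples, with 200 genes changed in the dehydration plus H1 group. In the comparison of that group with mock, 185 of the 200 were called, with 86% of the genes changed by 2 fold and 99% of those changed by 4 fold, and 8 unchanged genes were called, over 18695 genes. The simulated interaction called 156 of the 200 and 10 others, with 58% of the genes changed by 2 fold and 98% of those changed by 4 fold. The changed genes were drawn from genes with higher mean counts than JAZ7 or CYP94C1, so the simulation does not cover genes with counts as low as theirs. In simulated gene sets, 3 of 3 changed contrasts and 0 of 40 unchanged tests were called. K-means returned 64 of 120 simulated genes, which included all 60 simulated as further induced and 4 that were not. It was run there with 2 clusters on 2 clear patterns, so the setting of 4 clusters on the real samples was not tested.

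The alternatives were edgeR's likelihood ratio and exact tests, DESeq2 1.42.0, RLE size factors or library size in place of TMM, fits of only the groups compared, no filter or at least 10 counts in every sample, nuclear genes only, fold change cut-offs of 2 or none, an adjusted p of 0.01, a test against a fold change of 1.5, replicate blocks, a replicate block with a correction for GC content, other numbers of clusters, camera in place of fry with an inter-gene correlation of 0.01, and leaving out each sample in turn. A correction for the excess of G over C, a correction for GC content, both together, and voom with sample weights were chosen after seeing the data. Both corrections used a loess of each sample with a span of 0.3. Figures were drawn with matplotlib 3.10.9.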

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

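The tests of the excess of G over C, of dehydration replicate 2 and of the heat map genes, the splits for the gene sets in dehydration vs mock, and the division of the interaction splits by whether they mix the groups, were chosen only after the results they bear on had been seen.

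JA signalling genes and JAZ6 were picked out because the effect of H1 differed between dehydrated and unstressed plants. For the 15 genes of the JA signalling set the median interaction was 0.69 on the log2 scale and positive in 12 of 15 genes (adjusted p = 0.0082 from limma's fry, range over 16 alternatives 6.4e-08 to 0.022). If the excess of G over C in the libraries were the source, the interaction would be lost after correcting for it, but its adjusted p in limma was then 0.0042. Without dehydration replicate 2 it was 0.0028 in limma. Both tests go against these technical explanations. However, 5 of the 15 genes are in the heat map that the paper chose from the same samples, and without them the adjusted p in limma was 0.28 (median 0.38, 7 of 10 genes positive). Leaving out genes chosen for their change lowers a set by construction, so this test cannot decide whether their choice is the source of the difference. It shows only that the interaction did not pass 0.05 in the other 10 genes. The interaction of JAZ6, which is also a heat map gene, was 1.00 on the log2 scale, and JAZ6 was the only gene past both cut-offs among 18839, with 844 genes at an unadjusted p below 0.05. After the correction for the excess of G over C its adjusted p in edgeR was 0.008, and without dehydration replicate 2 it was 4.8e-05 (range over all alternatives 3.5e-11 to 0.79, the latter in the test against a fold change of 1.5). With the correction for GC content, chosen after seeing the data, it was 0.095 in edgeR. Of the 32-base words in its exons, 0% occur more than once in the genome, so shared reads are not a candidate source. The call of JAZ6 was lost under 7 of the 26 alternatives that kept the cut-offs, namely 4 of the 12 fits that each left out a sample, the GC correction, and 2 others set in advance.

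Relabelling the H1 treatment within dehydrated and within unstressed plants gave at least 1 interaction DEG in 10 of 100 splits drawn from the 200 possible, the real one included, and up to 286 DEGs. Among the 18 drawn splits that part all same-numbered pairs, as the real one does, 5 gave at least 1 interaction DEG, the real one included, and the remaining splits leave some same-numbered samples together. For the gene sets, at least 1 set past 0.05 in the interaction also occurred in 10 of 100 splits, with up to 5 sets. Splits that keep the real groups together in dehydrated or in unstressed plants still hold the H1 effect there. Of the 14 others drawn of this kind, 7 gave at least 1 interaction DEG and 8 at least 1 set. Of the 85 that mix the groups in both, 2 gave at least 1 interaction DEG, with at most 2, and 1 gave at least 1 set. Of the 10 of these that part all same-numbered pairs, 0 gave an interaction DEG. Mixing the groups adds the H1 effect to the spread within them, so neither kind of split is free of that effect. The differences in the effect of H1 are hypotheses, and these splits do not settle whether they are an accidental grouping of the samples.

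Genes of abscisic acid (ABA) and dehydration responses, which the paper's text does not name, were picked out as a set that was higher than mock. Their median log2 fold change was 0.26 in dehydration (20 of 22 genes higher, adjusted p = 0.016 from limma's fry, range over 16 alternatives 3.5e-05 to 0.059) and 0.15 in dehydration plus H1 (16 of 22 genes higher, adjusted p = 0.03 from limma's fry, range over 16 alternatives 0.00073 to 0.094). After the correction for the excess of G over C the adjusted p in limma was 0.036 in dehydration and 0.064 in dehydration plus H1. Without dehydration replicate 2 it was 0.024 in both. The rise in dehydration remained past 0.05 under both tests, while the smaller one in dehydration plus H1 cannot be separated from the excess of G over C. Between dehydration plus H1 and dehydration the set did not differ (median -0.12, adjusted p = 0.67 from limma's fry). With 3 samples against 3 there are 10 splits, so no share under 0.1 is possible. In 1 of 10 splits, the real one, at least as many sets passed 0.05 in dehydration vs mock, and the same held for dehydration plus H1 vs mock and for dehydration plus H1 vs dehydration (1 of 10 each). The stress itself may raise the ABA genes of dehydrated plants, which is a hypothesis that the split test cannot settle.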

How the results depend on the processing

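The corrections for the excess of G over C and for GC content, and voom with sample weights, were chosen only after the results had been seen. Under all alternatives with all samples, DEGs of dehydration plus H1 outnumbered those of dehydration and of H1. The fits with other tests gave more DEGs for dehydration, H1, and dehydration plus H1 vs dehydration. They were 548, 36 and 332 with edgeR's likelihood ratio test, 525, 36 and 318 with edgeR's exact test, and 459, 34 and 280 with DESeq2. The interaction had 20 DEGs with the likelihood ratio test and 17 with DESeq2. Shared DEGs numbered 357 with the likelihood ratio test and 344 with the exact test, and shared induced DEGs that were higher with H1 numbered 55, 54 and 48 with the 3 tests.

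Fits of only the 2 groups compared gave 0 DEGs for dehydration (1994 genes at an unadjusted p below 0.05). They so gave 0 shared DEGs and 0 shared induced DEGs higher with H1. These fits gave 69 DEGs for H1, 1521 for dehydration plus H1 and 17 for dehydration plus H1 vs dehydration. Without the filter H1 had 5 DEGs. At a fold change of 2 the DEGs numbered 77 for dehydration, 0 for H1 (989 genes at an unadjusted p below 0.05), 432 for dehydration plus H1, 54 for dehydration plus H1 vs dehydration, 58 shared, and 7 shared induced and higher with H1. Without a fold change cut-off these were 483 for dehydration, 1916 for dehydration plus H1, 322 for dehydration plus H1 vs dehydration, 398 shared, and 53 shared induced and higher with H1. At an adjusted p of 0.01 they were 97 for dehydration, 0 for H1 (989 at an unadjusted p below 0.05), 687 for dehydration plus H1, 59 for dehydration plus H1 vs dehydration, 0 for the interaction (844 at an unadjusted p below 0.05), 71 shared, and 10 shared induced and higher with H1. In the test against a fold change of 1.5 they were 2 for dehydration, 0 for H1 (83 at an unadjusted p below 0.05), 214 for dehydration plus H1, 11 for dehydration plus H1 vs dehydration, 0 for the interaction (120 at an unadjusted p below 0.05), 2 shared, and 1 shared induced and higher with H1.

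Scaling by library size in place of TMM gave 249 DEGs for dehydration, of which 61.8% were higher against 74.3% with TMM, and 236 for dehydration plus H1 vs dehydration, of which 85.6% were higher against 71.6% with TMM. RLE size factors, at least 10 counts in every sample, and nuclear genes only left each of the DEG counts within 1.5 times that of the main setting.

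The replicate numbers did not pair the samples. The mean correlation of the deviations of same-numbered samples from their group means was 0.016 with the numbers of the titles and 0.055 with those of the source names, against -0.008 and -0.020 for the other pairs. With the replicate block the DEGs numbered 238 for dehydration, 0 for H1 (921 at an unadjusted p below 0.05), 1046 for dehydration plus H1, 147 for dehydration plus H1 vs dehydration and 1 for the interaction, and 14 of the 45 set tests passed 0.05. With the replicate block of the source names they were 0 for H1 (845 at an unadjusted p below 0.05), 52 for dehydration plus H1 vs dehydration, 0 for the interaction (733 at an unadjusted p below 0.05), and 14 shared induced and higher with H1. The replicate block with GC correction gave 0 for H1 (916 at an unadjusted p below 0.05), 0 for the interaction (796 at an unadjusted p below 0.05), and 138 for dehydration plus H1 vs dehydration, of which 57.2% were higher.

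Of the alternatives chosen after seeing the data, voom with sample weights gave 617 DEGs for dehydration, 59 for H1, 488 for dehydration plus H1 vs dehydration, 36 for the interaction (21 positive and 15 negative), 430 shared, and 80 shared induced and higher with H1. It gave dehydration replicate 2 a weight of 0.09, and the other samples weights from 0.87 to 2.12. The correction for the excess of G over C gave 1 for H1 and 7 for the interaction, as it also did together with the GC correction (1 and 7). The GC correction alone gave 0 for H1 (976 at an unadjusted p below 0.05) and 0 for the interaction (869 at an unadjusted p below 0.05). The share of higher DEGs in dehydration plus H1 vs dehydration was 58.9%, 60.2% and 59.8% under these 3 corrections.

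Across the 12 fits that each left out a sample, the DEGs ranged from 102 to 535 for dehydration, from 0 (644 to 978 genes at an unadjusted p below 0.05 in the fits with 0) to 61 for H1, from 774 to 1567 for dehydration plus H1, from 62 to 467 for dehydration plus H1 vs dehydration, and from 0 (655 to 729 at an unadjusted p below 0.05) to 69 for the interaction. Of these 69, obtained without dehydration replicate 2, 25 were positive and 44 negative, and of the 4 without dehydration replicate 1, 1 was positive and 3 were negative. Shared DEGs ranged from 79 to 384, shared induced DEGs higher with H1 from 14 to 60, further-induced K-means genes from 48 to 221, and set tests past 0.05 from 12 to 23 of 45. The highest number of each but the set tests was obtained without dehydration replicate 2. K-means of CPM without the log scale gave 77 further-induced genes against 116.

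For the 42 results of named genes, 956 of 1084 values under the alternatives counted kept their direction and side of the threshold, 119 were weaker, 9 were stronger and 0 were reversed. This tally leaves out edgeR's exact test, the fits of only the groups compared, all other cut-offs and the test against a fold change. Apart from the exact test and the lack of a fold change cut-off, these gave fewer DEGs for dehydration and for dehydration plus H1 vs dehydration. The share kept therefore does not cover the settings that removed most of these calls. For the 45 set tests, 667 of 720 were the same, 26 were weaker, 27 were stronger and 0 were reversed. JAZ7 is limited by depth in the mock samples, where it had 2 to 6 counts.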

Differences from the paper's values

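Dehydration vs mock gave 280 DEGs against the paper's 507. Of the alternatives set before the data were examined, edgeR's likelihood ratio test (548), edgeR's exact test (525), DESeq2 (459), no fold change cut-off (483), and the fits without dehydration replicate 2 (535) or without dehydration replicate 3 (409) came within 1.5 times of the paper's number, and the other 22 did not. The correction for the excess of G over C (342), the same with the GC correction (347), and voom with sample weights (617) also came within 1.5 times of it, and all 3 were chosen after seeing the values.

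H1 vs mock gave 2 DEGs against the paper's 35. EdgeR's likelihood ratio test (36), edgeR's exact test (36) and DESeq2 (34) came within 1.5 times of it, and the other 25 alternatives set before the data were examined did not.

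The DEGs shared by dehydration and dehydration plus H1 numbered 208 against the paper's 330. The likelihood ratio test (357), the exact test (344), DESeq2 (310), no filter (223), no fold change cut-off (398), and the fit without dehydration replicate 2 (384) came within 1.5 times of it, and the other 22 alternatives set before the data were examined did not. The correction for the excess of G over C (262), the same with the GC correction (264), and voom with sample weights (430) also did, and were chosen after seeing the values, while the GC correction alone gave 219.

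The paper states that the shared DEGs were commonly induced. Here 163 of the 208 were higher than mock in both comparisons, and in the paper's Supplementary Table S3 this holds for 246 of the paper's 330.

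The paper states that H1 further increased the induction of AOS by dehydration. Here the log2 fold change of AOS between dehydration plus H1 and dehydration was 0.13 (adjusted p = 0.43 from edgeR's quasi-likelihood test), and it was called under none of the settings tried, with an adjusted p in edgeR, DESeq2 or limma of at least 0.18. The paper's own log2 fold change in Supplementary Table S3 is 0.133 with the paper's FDR of 0.675.

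The paper states that dehydration induced JAZ7. Here its log2 fold change was 2.04 with an adjusted p of 0.064 from edgeR's quasi-likelihood test, which is not a call (range over all alternatives 0.0015 to 1). It was called with the likelihood ratio test (adjusted p 0.0015 in edgeR), the exact test (0.0032 in edgeR), DESeq2 (0.0071) and in the fit without dehydration replicate 3 (0.028 in edgeR). It was also called with voom and sample weights (0.03 in limma), a setting chosen after seeing the values.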

Other observations

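Chosen only after the result was seen were the tests of highly counted genes, GC content, transcript length and the excess of G over C in dehydration replicate 2, those of that sample, with and without equal group sizes, and of that excess on the number of DEGs, those of an equal H1 effect on the JA genes and of the heat map genes among them, those of the response of other samples left out in the same way as dehydration replicate 2 and of the group nearest to it, those of the lower flavonoid and heat genes, and the splits for the gene sets in H1 vs mock. The excess of G over C was picked after several sequence properties had been looked at, namely GC content, length, base and dinucleotide content, and short words.

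Dehydration replicate 2 lay apart from the other samples on the first principal component. Relative to its group mates, 755 of the 13149 genes with more than 100 counts on average were at least 2 fold lower and 172 were at least 2 fold higher, whereas in the samples of the other 3 groups at most 12 were lower and at most 10 were higher. After all libraries were thinned to 11514447 counts its mean correlation with its group mates was 0.957, against 0.985 to 0.987 in the other groups, so depth does not account for it. Its 10 most counted genes held 10.7% of its counts, against 9.41% to 10.1% in the others. Across genes, which are not independent replicates, its deviation from its group mates had an r of 0.095 with GC content and 0.051 with transcript length, but 0.499 with the excess of G over C in the transcripts. In the samples of the other 3 groups the r with this excess did not pass 0.22 in size. Across genes the log2 fold change of dehydration vs mock had an r of 0.255 with this excess, and of -0.003 without the sample. For dehydration plus H1 vs dehydration this r was -0.113 with all samples and 0.149 without the sample, so leaving it out does not clear that comparison of the excess. An explanation by a stronger or weaker response to dehydration was tested by the r of its deviation with the dehydration effect in H1-inoculated plants, which was 0.193 and under the 0.3 set for it. For the DEGs called without it, its log2 difference from mock was 0.55 of their log2 fold change in the median. Such a ratio is low by construction, as the genes were chosen in the other samples, and it was 0.66 and 0.61 for dehydration replicates 1 and 3 left out in the same way. In the sample, 78.2% of the 531 dehydration DEGs called without it were on the dehydration side of the mock mean, against 98.9% and 96.3% for dehydration replicates 1 and 3 left out in the same way. This lies between the 50% set for a wrong label and the 80% set for a correct one. Over 1821 genes called in a comparison without it, its r was -0.091 with the mean of its group mates and 0.317 with that of dehydration plus H1, so these genes do not place it in its own group. A mislabelled or mixed sample is therefore not excluded. A technical bias that depends on the strand composition of transcripts may therefore have entered this library, and a mislabelled or mixed sample cannot be told apart from it. Reads from another organism and a sequencing batch were not tested, as only counts on plant genes were analysed here. The chloroplast and mitochondrial share of its counts was 0.42%, against 0.56% to 0.77% in the others.

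Of the 280 DEGs of dehydration vs mock, 227 were also called without dehydration replicate 2 and 53 were not. In simulated counts with such an excess in 1 library, the interaction called 135 of 200 changed genes, and 157 after the correction.

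The number of DEGs was 3.84 times higher for dehydration plus H1 than for dehydration. Were the spread that dehydration replicate 2 adds the source of this ratio, it would fall to below 1.5 without that sample, but it was 2.93. Leaving it out also leaves dehydration with fewer samples than dehydration plus H1, which favours a high ratio. With a dehydration plus H1 sample left out as well, so that both groups had 2 samples, the lowest ratio of the 3 fits was 2.43 and the highest 2.93. With voom and sample weights it was 2.56. The ratio is thus lower without the weight of that sample but not below 1.5. With the correction for the excess of G over C it was 3.47. Whether single responses that add up on the log2 scale could explain it was looked at in the 183 DEGs of dehydration plus H1 vs dehydration. For that a ratio of at least 0.5 was set. The H1 effect in unstressed plants was 0.3 of that in dehydrated plants in the median (quartiles 0.14 and 0.51), and 0.22 over the 467 DEGs called without dehydration replicate 2. These genes were chosen by the size of their H1 effect in dehydrated plants, so this ratio is low by construction and the explanation cannot be told apart from a synergistic response. Across all genes the H1 effects in unstressed and in dehydrated plants had an r of 0.299, and the dehydration effects without and with H1 had an r of 0.524. Each of these pairs of effects has no group in common.

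In splits of the 6 samples of each comparison into 3 and 3, the real split was the only 1 of 10 with as many DEGs for dehydration, for H1, for dehydration plus H1, and for dehydration plus H1 vs dehydration, and the other splits had 0 DEGs. For the shared DEGs the same was true in splits of the mock and dehydration samples (1 of 10), and for the shared induced DEGs higher with H1 in splits of the dehydration and dehydration plus H1 samples (1 of 10). Splits of the dehydration and dehydration plus H1 samples, in which all samples are dehydrated, gave from 161 to 262 shared DEGs against 208. Of the 10 splits, 4 part all same-numbered pairs. As 10 splits allow no share under 0.1, this does not rule out an accidental grouping. For the gene sets in H1 vs mock all 10 of 10 splits had as many sets past 0.05, because the real split had 0 sets.

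JA genes were higher in dehydration plus H1 than in dehydration in the 2 JA sets with enough genes for a test, biosynthesis and signalling. The number of JA sets higher was 2 with the correction for the excess of G over C and 2 without dehydration replicate 2. For an equal effect of H1 in unstressed plants, a ratio of the median log2 fold changes of the 38 JA genes of at least 0.5 was set, and it was 0.27 (0.07 in H1 vs mock, 0.27 in dehydration plus H1 vs dehydration). Without the genes of the set whose test is void, the ratio over 29 genes was 0.22 (0.09 and 0.40). Some of these genes are in the heat map, so the ratio is low by construction, and over the 21 genes outside it the ratio was 0.28 (0.04 and 0.16). For JA biosynthesis the interaction did not reject an equal effect (adjusted p = 0.072 from limma's fry, and 0.1 in limma without the heat map genes). Without the genes of the heat map, which the paper chose from the same samples, the number of JA sets higher fell to 1, namely biosynthesis. An effect of H1 on JA genes that depends on dehydration is a hypothesis. For JA biosynthesis it cannot be told apart from an equal effect in unstressed plants. For the JA signalling set as a whole the interaction argued against an equal effect (adjusted p = 0.0082 from limma's fry). Over 16 alternatives this value was at most 0.022 in limma, but without the heat map genes it was 0.28. For JA signalling an effect that depends on dehydration thus cannot be told apart from the choice of these genes. The splits cannot tell an effect that depends on dehydration apart from an accidental grouping.

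For the flavonoid biosynthesis and heat response sets, only 13 of 21 and 9 of 15 listed symbols had values, under the minimum of 80%. Their tests were called void for this reason only after the results had been seen. The values describe only the genes with values. Of the 13 flavonoid genes, 12 were lower in dehydration plus H1 than in dehydration (median -0.45, adjusted p = 0.0021 from limma's fry, range over 16 alternatives 6.4e-08 to 0.014). The adjusted p in limma was 0.0028 with the correction for the excess of G over C and 0.0028 without dehydration replicate 2, and the median in H1 vs mock was 0.39 of that in dehydration plus H1 vs dehydration. FLS1, a flavonol synthase, was at 63.9 ± 1.43 CPM in mock, 56.1 ± 11.7 in dehydration, 45.1 ± 2.75 in H1 and 34.9 ± 1.87 in dehydration plus H1 (SD, n = 3). In dehydration vs mock the median of these genes was 0.04 (adjusted p = 0.83 from limma's fry), and as the test is void it leaves open a transcriptional rise behind the anthocyanin rise that the paper reports. In dehydration plus H1 vs mock, 12 of the 13 were lower (median -0.33, adjusted p = 0.0082 from limma's fry). Of the 9 heat response genes, 7 were lower in dehydration plus H1 than in dehydration (median -0.31, adjusted p = 0.03 from limma's fry, range over 16 alternatives 0.00087 to 0.11). The adjusted p in limma was 0.058 with the correction, 0.07 without dehydration replicate 2, and the ratio of medians was 0.67. In dehydration vs mock the adjusted p of the heat genes was 0.57 in limma (median 0.12), and as the test is void it leaves open whether the 28 °C of the dehydration experiments applied only to stressed plants. In dehydration plus H1 vs mock all 9 heat genes were lower (median -0.22, adjusted p = 0.062 from limma's fry). For the 13 flavonoid genes the fall stayed past 0.05 with the correction and without dehydration replicate 2. This argues against these technical sources for these 13 genes, not for the whole set. An equal effect of H1 in unstressed plants stays open for them (median interaction -0.24, adjusted p = 0.13 from limma's fry). The fall of the 9 heat response genes cannot be told apart from any of the explanations tested.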
